# GPR124 regulates hyaloid blood vessel regression and is associated with endothelial-mesenchymal transition

**DOI:** 10.1038/s41598-026-50835-1

**Published:** 2026-04-29

**Authors:** Laura Hannig, Robin Heiden, Süleyman Ergün, Barbara M. Braunger, Mario Vallon

**Keywords:** Cell biology, Molecular biology

## Abstract

Transition from the transient hyaloid vasculature to the mature retinal vascular network is a critical step in mammalian eye development. While WNT7B signaling in endothelial cells regulates programmed hyaloid vessel regression, the specific receptors and downstream mechanisms remain poorly defined. Here, we identify GPR124, a ligand-specific co-receptor for WNT7A/B, as a key regulator of this process. Using an endothelial-specific, tamoxifen-inducible *Gpr124* knockout mouse model, we show that loss of GPR124 in hyaloid endothelium markedly impairs postnatal hyaloid vessel clearance. Notably, GPR124 function in the developing eye was highly compartment-specific: although crucial for hyaloid vessel regression, it was dispensable for retinal angiogenesis, despite being expressed in both vascular beds. *Gpr124* deletion led to downregulation of several established WNT target genes in hyaloid endothelial cells, consistent with a role for GPR124 in mediating WNT/β-catenin signaling, as previously shown in brain endothelium. While GPR124 was not required for induction of isolated apoptotic events in hyaloid vessels, it promoted segmental vessel regression, characterized by linear clusters of apoptotic endothelial cells. Single-cell RNA sequencing of hyaloid endothelial cells, combined with immunostaining, revealed transcriptional changes consistent with partial endothelial-mesenchymal transition (EndMT). Our findings identify GPR124 as a key mediator of hyaloid vessel regression and suggest that GPR124-dependent WNT/β-catenin signaling and EndMT may contribute to vascular remodeling during ocular development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-50835-1.

## Introduction

Hyaloid blood vessels transiently supply the developing vitreous body and lens with oxygen and nutrients^1^. In humans, hyaloid vessel regression starts around the 13th week of gestation, coinciding with the onset of retinal angiogenesis. By birth, this temporary circulatory system usually has fully regressed. In contrast, in mice, hyaloid vessel regression and retinal angiogenesis occur postnatally, with retinal angiogenesis commencing at postnatal day 0 (P0) and hyaloid vessel regression at around P4^2^. Both processes conclude around P21 (Fig. 1A). Dysregulation of hyaloid vessel regression in humans has been linked to persistent hyperplastic primary vitreous (PHPV), a congenital eye disorder that can range from visual impairment to retinal detachment and blindness^3^. However, the mechanisms of pathological persistence and physiological regression of hyaloid vessels remain incompletely understood.

**Fig. 1:**
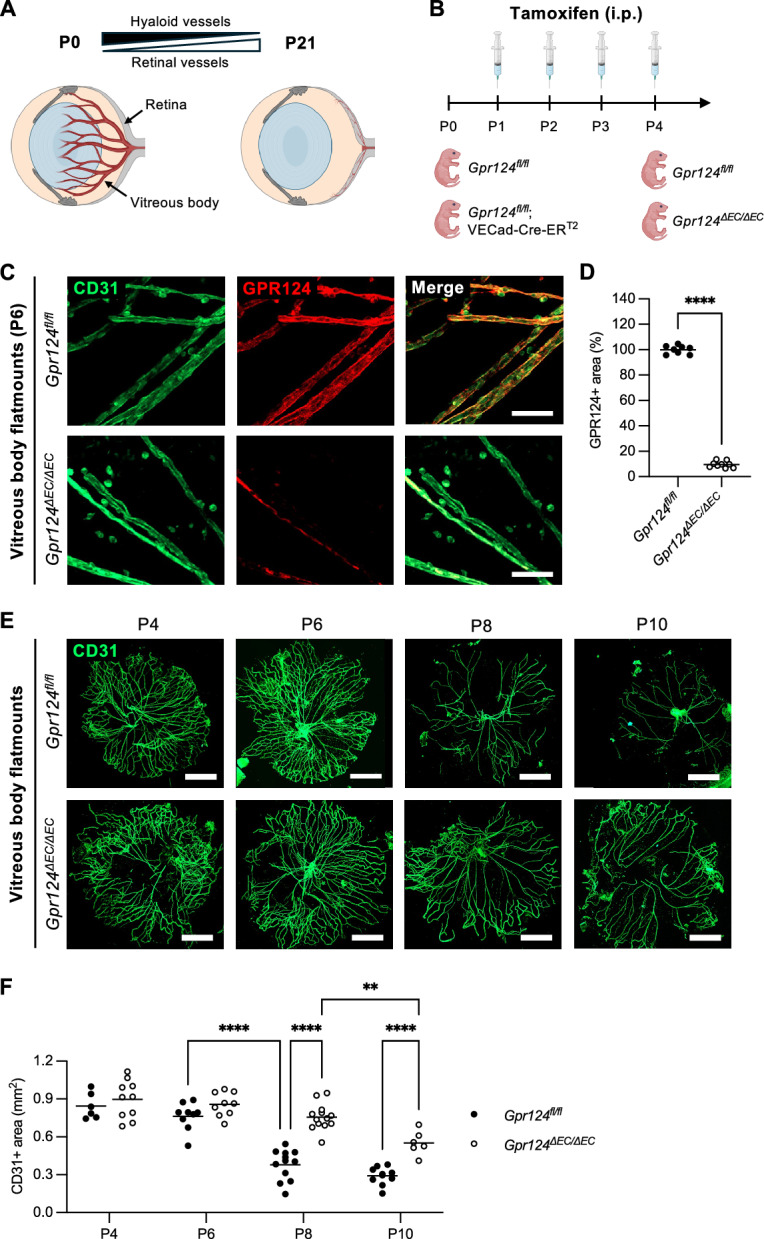
GPR124 regulates hyaloid blood vessel regression. (**A**) Schematic illustrating the timing of hyaloid vessel regression and retinal angiogenesis during mouse eye development (partially created in BioRender. Vallon, M. (2025) https://BioRender.com/oomc7hn). P, postnatal day. (**B**) Schematic of endothelial-specific *Gpr124* knockout induction in *Gpr124fl/fl*; VECad-Cre-ERT2 mice via tamoxifen injections (partially created in BioRender. Vallon, M. (2025) https://BioRender.com/vcpoytw and https://BioRender.com/u5bcw8y). Control littermates (*Gpr124fl/f*) received the same treatment. VECad-Cre-ERT2, vascular endothelial cadherin promoterdriven Cre recombinase fused to a tamoxifen-responsive estrogen receptor. (**C**) CD31 and GPR124 co-immunofluorescence staining of vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*^Δ*EC/*Δ*EC*^ mice. Scale bar: 25 µm. (**D**) Quantification of GPR124 expression in biological replicates of (**C**). The GPR124-positive area per flatmount was normalized to the CD31-positive area and expressed as a percentage of control (*Gpr124fl/fl*). Each dot represents a biological replicate. Horizontal lines represent mean values (n ≥ 8 mice). ****p < 0.0001 (unpaired t-test). (**E**) CD31 immunofluorescence staining of vitreous body flatmounts from *Gpr124*^*fl/fl*^ and *Gpr124*^Δ*EC/*Δ*EC*^ mice at indicated postnatal days. Scale bar: 500 µm. (**F**) Quantification of hyaloid vessel regression (CD31-positive area) in biological replicates of (E). Each dot represents a biological replicate. Horizontal lines represent mean values (n ≥ 6 mice). **p < 0.01, ****p < 0.0001 (two-way ANOVA with Tukey’s post-hoc test). See also Fig. S1.

Impaired hyaloid vessel regression is often linked to defective retinal angiogenesis^4–6^, suggesting a crosstalk between these processes. Indeed, it has been reported that retinal angiogenesis induces upregulation of vascular endothelial growth factor receptor 2 (VEGFR2) in retinal neurons, resulting in VEGF sequestration^7^. This leads to a decrease in ocular VEGF levels driving hyaloid vessel regression. Another pathway that has been implicated in hyaloid vessel regression is transforming growth factor β (TGFβ) signaling^8^. Mice with postnatal deletion of TGFβ receptor 2 (*Tgfbr2*) exhibit impaired retinal angiogenesis and persistent hyaloid blood vessels.

WNT/β-catenin signaling in endothelial cells is a key regulator of hyaloid vessel clearance^4,6,9,10^. Hyaloid macrophages, resident macrophages of the vitreous body, postnatally secrete WNT7B activating WNT/β-catenin signaling in hyaloid endothelial cells^9^. It has been suggested that WNT7B signaling triggers initiating apoptotic events in hyaloid endothelial cells resulting in local vessel occlusion, blood flow stasis, and secondary apoptosis and regression of affected vessel segments^9,11^. However, recent evidence challenges this model, suggesting that apoptosis is a consequence, rather than a driver of blood vessel regression^12,13^. Loss of WNT7B signaling, as demonstrated in *Wnt7b* knockout mice, leads to persistent hyaloid vessels^9^. Similarly, deletion of the WNT co-receptors low-density lipoprotein receptor-related protein 5 and/or 6 (*Lrp5/6*) results in impaired hyaloid vessel regression^4,9,10^. Despite these findings, the roles of other WNT receptors, the downstream target genes, and the mechanisms by which WNT/β-catenin signaling induces hyaloid endothelial cell apoptosis remain poorly understood.

Activation of WNT/β-catenin signaling by WNT7A and WNT7B also plays a pivotal role in the developing central nervous system (CNS), where it drives angiogenesis and blood–brain barrier formation^14^. WNT7 signaling in CNS endothelial cells requires classical WNT receptors of the Frizzled and LRP families as well as two additional WNT7-specific co-receptors: the G protein-coupled receptor 124 (GPR124) and the reversion-inducing cysteine-rich protein with Kazal motifs (RECK)^15–17^.

Based on its function in CNS endothelial cells, we hypothesized that GPR124 (also known as TEM5 or ADGRA2) mediates WNT7B signaling in hyaloid endothelial cells to regulate vessel regression. Consistent with this hypothesis, endothelial-specific *Gpr124* knockout mice exhibited defective hyaloid vessel clearance. While scattered apoptotic events in intact hyaloid vessels occurred independently of GPR124, this receptor promoted synchronous apoptosis of endothelial cells across entire vessel segments. Further analyses confirmed that GPR124 mediates WNT/β-catenin signaling in hyaloid endothelial cells and revealed that the GPR124-WNT axis induces pro-apoptotic gene expression as well as partial endothelial-mesenchymal transition (EndMT). EndMT might represent a novel mechanism involved in vascular remodeling of the developing eye.

## Material and methods

### Mice

Mice were housed in a controlled pathogen-free environment under a 12 h/12 h light/dark cycle. *Gpr124*^*fl/*+^ mice were obtained from The Jackson Laboratory (strain B6N.Cg-*Adgra2*^*tm1.1Bstc*/^J, #016881)^18^ and intercrossed to obtain homozygously floxed animals (*Gpr124*^*fl/fl*^). *Gpr124*^*fl/fl*^ mice were then crossed with hemizygous VECad-Cre-ER^T2^ transgenic mice^19^ to obtain *Gpr124*^*fl/fl*^; VECad-Cre-ER^T2^ animals. All mouse experiments were performed in accordance with the German Animal Welfare Act (Tierschutzgesetz), EU Directive 2010/63/EU, as well as the ARRIVE guidelines^20^ and had been approved by the local authorities (Regierung von Unterfranken, animal protocol #RUF-55.2.2–2532-2–1677). Intraperitoneal injections (postnatal day 1–4) and euthanasia by decapitation (postnatal day 4–10) were performed without anesthesia. Intraperitoneal injections in mouse pups are considered minimally invasive procedures causing only transient, mild discomfort and therefore do not require anesthesia according to EU Directive 2010/63/EU and the German Animal Welfare Act. Euthanasia of mouse pups was performed by rapid decapitation without prior anesthesia, an approved method for rodents up to postnatal day 10 that induces immediate loss of consciousness. All procedures were applied consistently across experiments.

### Endothelial-specific Gpr124 knockout induction

For experiments, *Gpr124*^*fl/fl*^ mice were crossed with *Gpr124*^*fl/fl*^; VECad-Cre-ER^T2^ mice to obtain litters with 50% control (*Gpr124*^*fl/fl*^) and 50% conditional knockout (*Gpr124*^*fl/fl*^; VECad-Cre-ER^T2^) pups. Both male and female pups were used for experiments. To induce endothelial-specific *Gpr124* knockout in *Gpr124*^*fl/fl*^; VECad-Cre-ER^T2^ pups, littermates from experimental breeding pairs were injected intraperitoneally with tamoxifen (Biomol #Cay13258) daily from P1 to P4. Increasing doses of tamoxifen (P1: 50 µg, P2/P3: 75 µg, P4: 100 µg) diluted in corn oil (Thermo Fisher Scientific #405,435,000) were injected into the lower right abdomen (50 µl) as previously described^21^. Both control and conditional knockout littermates were injected.

### Vitreous body flatmount preparation and staining

Vitreous body flatmounts were prepared as described by Wang and colleagues^2^. Briefly, pups (P4-P10) were euthanized by rapid decapitation and eyes enucleated and washed in ice-cold PBS. Eyes were fixed in 4% formaldehyde/PBS for 1 h at room temperature and washed again. 100 µl of 5% molten gelatin (SERVA Electrophoresis #22151), warmed to 37 °C, was injected into the vitreous bodies. Injected eyes were placed into a Petri dish and incubated for 1 h on ice. Fibrous, vascular, and nervous tunics as well as the lens were dissected away from the gelatinized vitreous bodies. Vitreous bodies were transferred to glass slides and incubated at 60 °C for 1 h to melt the gelatin and generate flatmounts. Flatmounts were rehydrated in PBS and postfixed with 4% formaldehyde/PBS for 10 min at room temperature. Specimens were washed three times with PBS (5 min each) and incubated with Protease IV (Bio-Techne/ACD #322381) at 40 °C for 20 min. All following steps were performed at room temperature unless specified otherwise. For terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL), the flatmounts were permeabilized with 0.3% Triton X-100 in PBS for 1 h. Subsequently, the tissue was washed three times with PBS (5 min each), followed by labeling apoptotic cells using the Dead-End Fluorometric TUNEL System (Promega #G3250) according to manufacturer’s instructions. Flatmounts were washed three times with PBS (5 min each) and incubated with 5% normal goat serum (Thermo Fisher Scientific #31873) + 0.3% Triton X-100 in PBS (blocking buffer) for 1 h. Specimens were incubated with primary antibodies (Armenian hamster anti-CD31, 1:200, MilliporeSigma MAB1398Z; rabbit anti-GPR124 ectodomain^17^, 1:100; rat anti-F4/80, 1:100, Abcam ab6640; rabbit anti-NG2, 1:100, MilliporeSigma AV5320; rabbit anti-vWF, 1:100, MilliporeSigma AB7356; rabbit anti-ZEB1, 1:100, Cell Signaling Technology #70512; rabbit anti-LEF1, 1:100, Cell Signaling Technology #2230; rabbit anti-VE-Cadherin, 1:500, Abcam ab205336; rabbit anti-Fibronectin, 1:100, Abcam ab199056) in blocking buffer at 4 °C overnight. Flatmounts were washed as before and incubated with secondary antibodies (goat anti-Armenian hamster IgG-AF488, 1:1000, Jackson ImmunoResearch #127-545-160; goat anti-rabbit IgG-Cy3, 1:1000, Dianova/Biozol #112–165-003; goat anti-rat IgG-Cy5, 1:1000, Dianova/Biozol #112-175-143) and DAPI (1 µg/ml, Roche #10236276001) in blocking buffer for 1 h. Specimens were washed as before and cover slips were mounted using Mowiol 4–88 mounting medium (Carl Roth #0713) containing 25 mg/ml DABCO (Carl Roth #0718).

### Retinal flatmount preparation and staining

P5 pups were euthanized by rapid decapitation and eyes enucleated. Eyes were washed in ice-cold PBS and fixed in 4% formaldehyde/PBS at room temperature for 30 min. Whole retinae were dissected and transferred to a 96-well plate (one retina per well) for staining. Retinae were incubated with 5% normal goat serum (Thermo Fisher Scientific #31873) + 0.3% Triton X-100 in PBS (blocking buffer) for 24 h, followed by incubation with an Armenian hamster anti-CD31 antibody (1:1000, MilliporeSigma MAB1398Z) and a rabbit anti-collagen IV antibody (1:500, Bio-Rad #2150-1740) in blocking buffer for 48 h, both at 4 °C. Retinae were washed five times with PBS (20 min each) and incubated with a goat anti-Armenian hamster IgG-AF488 (1:1000, Jackson ImmunoResearch #127–545-160) and a goat anti-rabbit IgG-Cy3 secondary antibody (1:1000, Dianova/Biozol #112-165-003) at 4 °C for 24 h. After washing the tissue as before, retinae were transferred onto slides and radially incised four times at the periphery for flatmounting. Cover slips were mounted as described above.

### Fluorescence image acquisition and quantification

Stained vitreous body and retinal flatmounts were imaged using an Axio Imager.M2 microscope equipped with an ApoTome.2 module (Carl Zeiss Microscopy GmbH). Flatmount overview images were acquired with a 10 × objective using automated tile-scanning and z-stacking. Z-stacks were compressed into single planes by maximum intensity projection and tiles were merged using the ZEN stitching function.

Quantification of CD31-, GPR124-, and collagen IV-positive areas (mm2) as well as F4/80-positive cell counts was performed using the interactive analysis tool of ZEN 3.1 (Carl Zeiss Microscopy GmbH). All other parameters, including fluorescence intensities (LEF1, ZEB1, VE-cadherin), TUNEL puncta counts, radial vascular expansion (collagen IV), and VWF-positive area, were quantified using the Fiji distribution of ImageJ (version 1.54p). In retinal flatmounts, radial vascular expansion was determined manually using the oval selection tool. An oval fully encompassing the vascular plexus (collagen IV staining) was drawn, the major and minor axis lengths recorded, and radial expansion calculated as half of the mean axis length. Retinal vascular density was calculated using the formula: collagen IV-positive area/[(radial expansion)^2^ × π]. In vitreous body flatmounts, regressing vessel segments were manually identified based on the following criteria: vessel segments exhibiting linear clusters of TUNEL puncta and discontinuous CD31 staining, located between two branch points or a branch point and an endpoint.

All other Fiji quantifications were performed using automated, macro-based batch analyses. Cell types were discriminated based on CD31 positivity and nuclear morphology. Cell nuclei were segmented using the IsoData thresholding algorithm on the DAPI channel followed by watershed processing. Nuclei localized within a solid CD31 mask were defined as endothelial, while those outside the mask were categorized as non-endothelial. Non-endothelial nuclei with a circularity index ≤ 0.6 were classified as pericytes. For nuclear markers, background correction was performed using the signal intensity within the CD31 mask excluding the nuclei. For VE-cadherin, background signal was determined from the area outside the CD31 mask. TUNEL puncta were segmented using the Yen thresholding algorithm followed by watershed processing. All automated masks (vessel area, nuclei, cell types, background, TUNEL puncta) were visually validated and staining artifacts or tissue contaminants were manually excluded. Quantifications were performed on overview images of complete flatmounts, except for VE-cadherin, ZEB1, and VWF, which were quantified in three to five independent fields of view (40 × objective) per flatmount. The mean value of these technical replicates was used to represent a single biological replicate. Eyes from the same animal were considered technical replicates.

### Single-cell RNA sequencing analysis (SORT-seq)

P6 littermates (seven *Gpr124*^*fl/fl*^ and nine *Gpr124*^Δ*EC/*Δ*EC*^ pups) were euthanized, and eyes were enucleated and transferred into ice-cold PBS. Vitreous bodies were dissected, pooled by genotype, and transferred into 500 µl ice-cold HBSS (Thermo Fisher Scientific #2020–117). Single-cell suspensions were generated by supplementing the tissues suspensions with 0.05 mg/ml Subtilisin A (MilliporeSigma #P5380) and incubating at 8 °C for 15 min. After digestion, cells were washed twice with ice-cold PBS/2% FCS. The single-cell suspensions were then co-stained on ice for 1 h with anti-mouse CD31-PE-Cy7 (1:200, Thermo Fisher Scientific #25-0311-82), anti-mouse PDGFRB-AF488 (1:100, Thermo Fisher Scientific #53-1402-82), and 7-AAD (1:20, Thermo Fisher Scientific #00-6993-50) in PBS/2% FCS. Cells were washed as before and sorted into 384-well SORT-seq cell capture plates (Single Cell Discoveries) using the BD FACSMelody Cell Sorter (BD Biosciences). Live (7-AAD low), single cells positive for CD31 or PDGFRB were sorted into the plates (one cell per well, two plates per genotype). Sorted cells were processed and sequenced by Single Cell Discoveries using the SORT-seq PLUS protocol. Reads were mapped to the mouse reference genome (GRCm38) and unique molecular identifier (UMI) counts determined using the STARsolo command-line tool (version 2.7.11b). UMI counts were normalized across plates by scaling to the plate with the highest median UMI count. UMI counts as well as original plate and cell identifiers (barcodes) were merged into a single Seurat object using the Seurat R package (version 5.1.0)^22^. Cells with a total UMI count of 1000−8000 and a mitochondrial gene percentage of < 10% were included in downstream analyses. Cells were assigned to clusters based on expression (UMI count > 0) of *Cldn5* (endothelial cells) and *Pdgfrb* (pericytes). Cells expressing neither marker or both markers were excluded from downstream analyses. Log-normalization (scaling factor 10^4^) and scaling of UMI counts as well as t-distributed stochastic neighbor embedding (t-SNE) dimensional reduction were performed using the corresponding Seurat functions. Cluster markers and differentially expressed genes were identified using the FindMarkers function of Seurat and p-value and absolute log2 fold change cutoffs of < 0.05 and > 1, respectively. Cell type and gene ontology (GO) analyses were performed using the enricher and enrichGO functions of the clusterProfiler R package (version 4.12.6)^23^ in combination with the PanglaoDB database^24^ and the org.Mm.eg.db R package (GO Biological Process, source date: 2024–01-17). Inclusion criteria for GO terms were a minimum overlap of five genes and a p-value < 0.01. For figures, redundant and semantically similar GO terms were consolidated into representative terms using the simplify function of clusterProfiler. Endothelial and mesenchymal markers were retrieved from the PanglaoDB cell type “Endothelial cells” and the GO term "epithelial to mesenchymal transition" (GO:0001837), respectively. Additionally, the endothelial-mesenchymal transition marker *Zeb1* was included^25^. WNT signaling- and TGFβ signaling-related genes were obtained by querying the GO terms "Wnt signaling pathway" (GO:0016055) and "transforming growth factor beta receptor superfamily signaling pathway" (GO:0141091), respectively. Pro-apoptotic and anti-apoptotic genes were retrieved from the GO terms "positive regulation of apoptotic process" (GO:0043065) and "negative regulation of apoptotic process" (GO:0043066), respectively.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism (version 10.3.1), the Seurat R package (version 5.1.0), or the clusterProfiler R package (version 4.12.6). Unpaired t-tests (two groups) and 2-way ANOVA (multiple comparisons) were used to compare immunofluorescence signals (GraphPad Prism). Cluster markers and differentially expressed genes were identified using logistic regression followed by a likelihood ratio test (FindMarkers function of Seurat). Hypergeometric tests were performed to identify cell types and GO terms using the enricher and enrichGO functions of clusterProfiler. A p-value < 0.05 was considered statistically significant.

## Results

### GPR124 regulates hyaloid blood vessel regression

To circumvent embryonic lethality associated with germline knockout of *Gpr124*^26^, we used mice with tamoxifen-inducible, endothelial-specific *Gpr124* deletion (*Gpr124*^*fl/fl*^; VECad-Cre-ER^T2^). Postnatal tamoxifen administration to pups resulted in endothelial-specific *Gpr124* knockout (*Gpr124*^*∆EC/∆EC*^, Fig. 1B−D). Cre-negative littermates treated with tamoxifen served as controls (*Gpr124*^*fl/fl*^). GPR124 expression and knockout efficiency in hyaloid endothelial cells were determined by CD31 and GPR124 co-immunostaining of vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ mice (Fig. 1C), followed by quantification (Fig. 1D). Co-localization with CD31 confirmed GPR124 expression in hyaloid endothelial cells, while a ~ 90% decrease in GPR124 immunoreactivity demonstrated high knockout efficiency. Residual GPR124 signal was restricted to occasional vessel segments, suggesting incomplete recombination in a small subset of endothelial cells. However, it cannot be fully excluded that part of the remaining signal reflects non-specific staining.

CD31 staining and quantification in vitreous body flatmounts from *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ mice (P4-P10) revealed impaired hyaloid vessel regression in knockout mice, with significant differences in the CD31-positive area observed from P8 onward (Fig. 1E,F). A significant reduction in the hyaloid vascular area between P8 and P10 in *Gpr124*^*∆EC/∆EC*^ mice indicated that vessel regression is delayed but not completely inhibited.

To rule out confounding effects of the VECad-Cre-ER^T2^ transgene, we compared the hyaloid vascular area between P8 wildtype and VECad-Cre-ER^T2^ pups treated with tamoxifen (Fig. S1A). Mere expression and tamoxifen-induced nuclear translocation of Cre-ER^T2^ in hyaloid endothelial cells did not affect hyaloid vessel clearance. Furthermore, since hyaloid macrophages regulate postnatal vessel regression^27^, we quantified F4/80-positive macrophages (Fig. S1B,C). While macrophage numbers in the vitreous body declined postnatally (P4-P10), there was no significant difference between genotypes, indicating that endothelial GPR124 does not modulate hyaloid macrophage proliferation or survival.

### GPR124 does not modulate retinal angiogenesis

Defects in retinal angiogenesis often lead to secondary persistence of hyaloid vessels^4–6^. Since GPR124 is a known regulator of developmental CNS angiogenesis^26^, we investigated its role in retinal vascularization. Analysis of previously published RNA-seq data (GSE199858) revealed that retinal endothelial cells express *Gpr124* at high levels (Fig. 2A). However, CD31 and collagen IV co-immunostaining of P5 retinal flatmounts (Fig. 2B), followed by quantification of the collagen IV-positive vascular area (Fig. 2C), radial expansion of the vascular plexus (Fig. 2D), and vessel density (Fig. 2E), revealed no significant differences between *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ mice. These findings are consistent with a previous report showing that endothelial-specific *Gpr124* deletion does not overtly affect retinal vascular development and blood-retinal barrier formation^28^. Together, these data indicate that GPR124 is dispensable for retinal angiogenesis, highlighting differential requirements for GPR124 across CNS vascular beds. Furthermore, this suggests that GPR124 regulates hyaloid vessel regression directly rather than indirectly by modulating retinal angiogenesis.

**Fig. 2:**
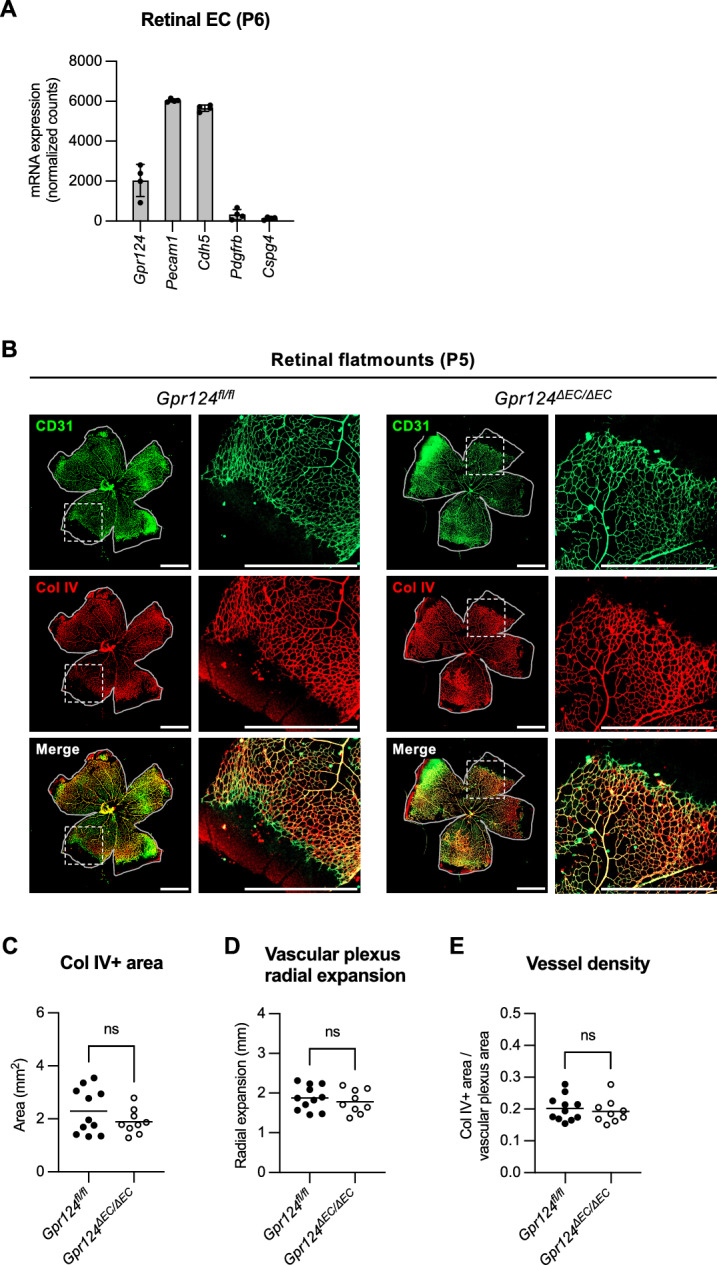
GPR124 does not regulate superficial retinal vascular plexus formation. (**A**) Analysis of published RNA-seq data (GEO: GSE199858) from FACS-isolated retinal endothelial cells (EC) from P6 mice. Bars show mean values ± SD of normalized counts (n = 4 mice). GEO, Gene Expression Omnibus. (**B**) CD31 and collagen IV co-immunofluorescence staining of retinal flatmounts from P5 *Gpr124*^*fl/fl*^ and *Gpr124*Δ*EC/*Δ*EC* mice. Solid gray lines depict retinal leaf borders. Boxed regions are shown at higher magnification on the right. Scale bars: 400 µm. (**C** − **E**) Quantification of retinal angiogenesis in biological replicates of (**B**). Collagen IV-positive vascular area (**C**), radial expansion of the vascular plexus (**D**), and vessel density (**E**) were quantified. Each dot represents a biological replicate. Horizontal lines represent mean values (n ≥ 9 mice). *ns* not significant (unpaired t-test).

### GPR124 regulates WNT target gene expression in hyaloid endothelial cells

GPR124 is a key regulator of WNT/β-catenin signaling and WNT target gene expression in CNS endothelial cells^16^. To assess if GPR124 exerts similar control in hyaloid endothelial cells, we co-stained vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ mice for CD31 and the WNT target gene LEF1 (Fig. 3A). Nuclear expression of LEF1 in endothelial cells was downregulated by ~ 50% in *Gpr124*^*∆EC/∆EC*^ mice, whereas LEF1 was undetectable in non-endothelial cells of either genotype (Fig. 3B). Single-nucleus analysis of LEF1 expression revealed that *Gpr124* knockout affects WNT target gene expression in virtually all hyaloid endothelial cells (Fig. 3C).

**Fig. 3:**
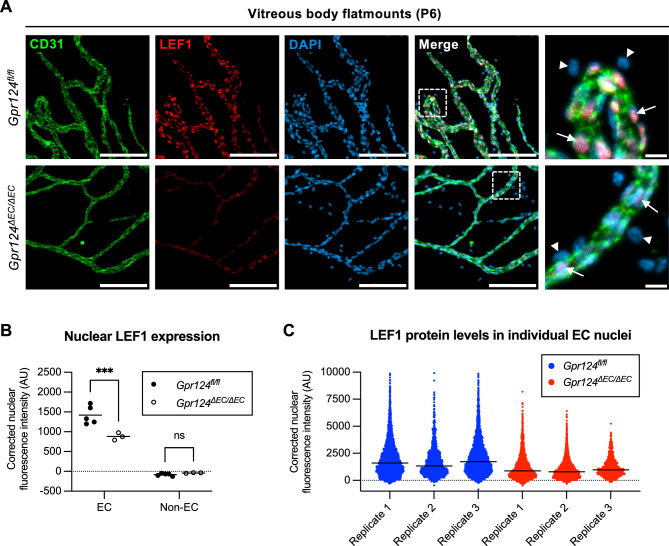
GPR124 regulates WNT target gene expression in hyaloid endothelial cells. (**A**) CD31, LEF1, and DAPI co-staining of vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*^Δ*EC/*Δ*EC*^ mice. Boxed regions are shown at higher magnification on the right. Arrowheads denote non-endothelial cell nuclei. Arrows indicate endothelial cell nuclei. Scale bars: 100 µm (overview); 10 µm (zoom). LEF1, lymphoid enhancer-binding factor 1. (**B**) Quantification of nuclear LEF1 expression in endothelal cells (EC) and non-EC in biological replicates of (**A**). Dots represent median nuclear LEF1 fluorescence intensity per flatmount (background-corrected integrated intensity). Horizontal lines show mean values (n ≥ 3 mice). ***p < 0.001; *ns* not significant (two-way ANOVA with Šídák’s post-hoc test). (**C**) Scatter dot plot depicting LEF1 expression in individual endothelial cell nuclei in biological replicates of (**A**). Dots represent LEF1 fluorescence intensity per nucleus (background-corrected integrated intensity). Horizontal lines show median values.

### GPR124 promotes segmental regression of hyaloid vessels

Previous studies suggested that WNT/β-catenin signaling in hyaloid endothelial cells triggers isolated apoptotic events^9,11,27^. These events lead to localized vessel occlusion and blood flow stasis, which in turn induces synchronous secondary apoptosis of endothelial cells within the affected vessel segment. To test if GPR124 mediates vessel regression by a similar mechanism, we performed TUNEL and CD31 co-staining of P6 vitreous body flatmounts (Fig. 4A). Regressing vessel segments were identified by linear clusters of TUNEL-positive cells, collapsed lumina, and discontinuous CD31 signal. Quantification revealed a reduction in the number of regressing segments upon *Gpr124* deletion (Fig. 4B). This decrease correlated with a reduced total number of TUNEL puncta in regressing segments per flatmount (Fig. 4C, left panel). However, the mean number of TUNEL puncta per regressing segment remained unaffected (Fig. 4C, right panel). We also observed isolated apoptotic events (TUNEL puncta) in morphologically intact vessel (Fig. 4A, bottom panels), which have been proposed to initiate segmental regression^9,11,27^. However, the frequency of these events did not differ between genotypes (Fig. 4D). Together, these findings suggest that GPR124 promotes segmental regression of hyaloid vessels by mechanisms other than triggering isolated apoptotic events.

**Fig. 4:**
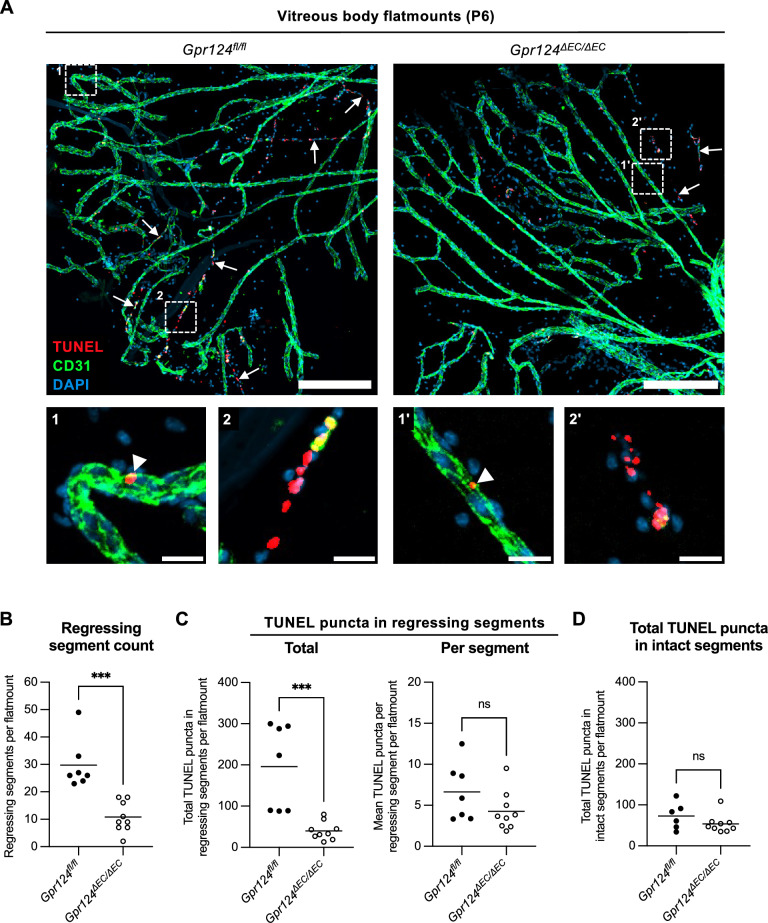
GPR124 regulates segmental regression of hyaloid vessels. (**A**) TUNEL, CD31, and DAPI co-staining of vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*Δ*EC/*Δ*EC* mice. Top: arrows indicate regressing vessel segments, defined by linear clusters of TUNEL puncta and discontinuous CD31 signal. Boxed regions are shown at higher magnification below. Bottom: (1) and (1') show intact vessel segments containing isolated TUNEL-positive cells (arrowheads). (2) and (2') show regressing vessel segments at higher magnification. Scale bars: 200 µm (overview); 20 µm (zoom). TUNEL, terminal deoxynucleotidyl transferase dUTP nick-end labeling. (**B** − **D**) Quantification of regressing vessel segments and TUNEL puncta in biological replicates of (**A**). Each dot represents a biological replicate. Horizontal lines represent mean values (n ≥ 7 mice). ***p < 0.001; *ns* not significant (unpaired t-test). (**B**) Number of regressing vessel segments per flatmount. A regressing segment was defined by linear clusters of TUNEL puncta and discontinuous CD31 signal, located between two branch points or a branch point and an endpoint. (**C**) TUNEL puncta in regressing vessel segments. Left: total puncta in regressing segments per flatmount; right: mean number of puncta per segment. (**D**) Total TUNEL puncta in intact vessel segments per flatmount.

### GPR124 is associated with partial endothelial-mesenchymal transition

To elucidate the molecular mechanisms underlying GPR124-mediated hyaloid vessel regression, we performed single-cell RNA sequencing of P6 hyaloid vessels (Fig. 5 and S2). 

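Vitreous bodies of 7 *Gpr124* fl/fl and 9 *Gpr124* ∆EC/∆EC mice at P6 were pooled by genotype, so each genotype was 1 cell suspension and counts as 1 sample. In SORT-seq, single cells are sorted into the wells of a plate, the transcripts of each well receive a well barcode and a random UMI, and transcripts are counted by their distinct UMIs. Each suspension was sorted into a pair of plates with 384 wells, 1 plate through the CD31 gate for endothelial cells and 1 through the PDGFRB gate for pericytes. In every plate, fewer than 384 wells received a sorted cell. Wells without one remain in the medians and counts of wells given below. Some wells of the *Gpr124* ∆EC/∆EC PDGFRB-gate plate received cells of the CD31 gate. The authors deposited UMI counts per well for 32285 genes and 92 spike-in RNAs, without normalization between wells or plates. These are estimated counts rather than whole numbers: 99.9966% of the values lie, to the digits given, on the scale of a correction for molecules that share a UMI, computed for the pool of all 6-base UMIs. They were rounded to whole UMIs before they were summed.
The mouse genes of the *Gpr124* ∆EC/∆EC CD31-gate plate received 51972 UMIs and those of the *Gpr124* ∆EC/∆EC PDGFRB-gate plate 174645. In the *Gpr124* fl/fl plates they received 108059 UMIs after the CD31 gate and 128082 after the PDGFRB gate. Spike-ins took 73.1%, 47.5%, 58.2% and 53.9% of all UMIs of these 4 plates, in the same order, and the median well held 81.5, 146, 141 and 157 UMIs of mouse genes. Before wells were filtered, totals were multiplied by 1.93, 1.08, 1.11 and 1 to bring the plate medians to the highest one, as the paper's methods describe. Of 1536 wells, 1478 held fewer than 1000 UMIs after scaling, 11 held more than 8000 and 47 lay between these limits. A mitochondrial share under 10% left 42 wells.
With 1 sample per genotype there is no replicate against which a difference between the genotypes could be tested, and no p-value is given for one. UMI sums are given with exact Poisson intervals, shares with exact Clopper-Pearson binomial intervals and ratios of UMIs per 10000 with exact conditional binomial intervals, all at the 95% level and all for counting error only. Ratios and fold changes are *Gpr124* fl/fl over *Gpr124* ∆EC/∆EC. Where a gene has 0 UMIs in a genotype, a fold is given only if the exact interval of the ratio excludes equal levels. It is then computed against a floor of 3 UMIs over the whole group, with the limit of the exact interval beside it.

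**Figure D1:**
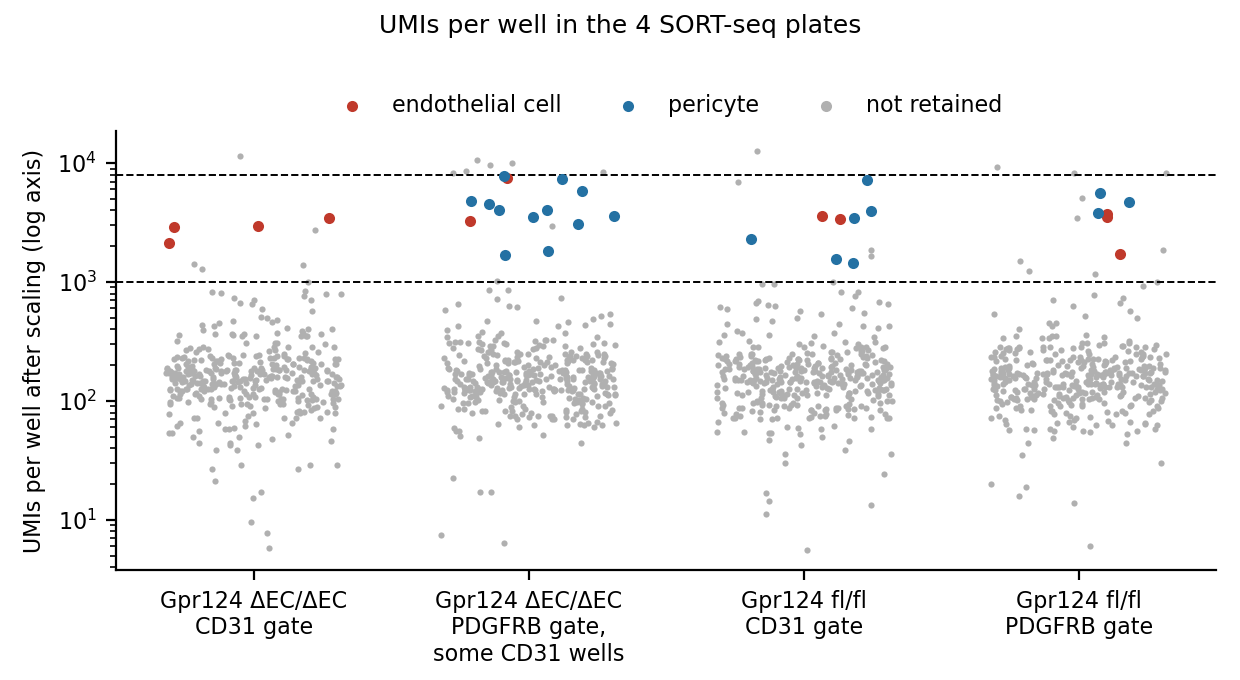
UMIs of mouse genes per well after scaling between plates (log axis) for the 4 plates, with dashed lines at 1000 and 8000 UMIs; each point is a well, endothelial cells in red, pericytes in blue and wells that were not retained in gray. Most wells of every plate lie below the lower line.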

After quality control filtering, 31 cells were retained for downstream analyses (Fig. S2B). t-SNE clustering identified two cell populations: endothelial cells (5 *Gpr124*^*fl/fl*^, 6 *Gpr124*^*∆EC/∆EC*^) and pericytes (10 *Gpr124*^*fl/fl*^, 10 *Gpr124*^*∆EC/∆EC*^) (Fig. 5A and S2C−E, Table S1). 

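The stated filters and the stated marker rule (*Cldn5* without *Pdgfrb*, or *Pdgfrb* without *Cldn5*) retained 32 cells in the deposited counts. They comprised 5 *Gpr124* fl/fl and 6 *Gpr124* ∆EC/∆EC endothelial cells, and 9 *Gpr124* fl/fl and 12 *Gpr124* ∆EC/∆EC pericytes. A further 3 wells held UMIs of both markers and 7 held neither. The *Gpr124* ∆EC/∆EC endothelial cells came from the CD31-gate plate (4) and the PDGFRB-gate plate with some CD31 wells (2), and all 12 *Gpr124* ∆EC/∆EC pericytes came from the latter. In *Gpr124* fl/fl, 2 endothelial cells and 6 pericytes came from the CD31-gate plate, and 3 endothelial cells and 3 pericytes from the PDGFRB-gate plate.
The *Gpr124* fl/fl endothelial cells held 15184 UMIs in all (1715 to 3701 per cell, median 3205) and the *Gpr124* ∆EC/∆EC endothelial cells 15864 (1104 to 6901, median 1663), of which the largest cell contributed 43.5%. The pericytes held 32109 UMIs in *Gpr124* fl/fl (1309 to 6532 per cell) and 48351 in *Gpr124* ∆EC/∆EC (1561 to 7222). The floor of 3 UMIs corresponds to 1.98, 1.89, 0.934 and 0.620 UMIs per 10000 in these 4 groups, in the order given. The exact Poisson interval of a count of 0 reaches further, to 2.43, 2.33, 1.15 and 0.763 UMIs per 10000. In 10 of the 32 cells, the well with the same barcode in another plate held at least 1000 UMIs.
A list of 15 endothelial genes took 122 to 171 UMIs per 10000 in the endothelial cells of the 4 plates and 9.22 to 9.99 in the pericytes of 3 plates. A list of 15 pericyte genes took 140.5 to 219 UMIs per 10000 in the pericytes and 3.35 to 38.6 in the endothelial cells. These lists include *Cldn5* and *Pdgfrb*, which define the classes. Under the alternatives, the number of *Gpr124* fl/fl endothelial cells moved most with classes taken from the gate of the plate (9 cells), that of *Gpr124* fl/fl pericytes with spike-ins counted in the totals (14 cells) and that of *Gpr124* ∆EC/∆EC pericytes with a mitochondrial limit of 5% (6 cells). The *Gpr124* ∆EC/∆EC endothelial cells numbered 5 to 7.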

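The similarity of cells was measured by Pearson correlation across genes of log-normalized values, after each cell had been thinned to 1000 UMIs in 20 random draws. Genes are not independent replicates, and a plate holds cells of only 1 genotype. Over 538 genes in endothelial cells, the median r was 0.216 for 11 pairs of cells from the same plate, 0.223 for 14 pairs from different plates of the same genotype and 0.214 for 30 pairs of different genotype. The pairs of different genotype ranged from 0.112 to 0.307. The most similar cell had the same genotype for 8 of 11 endothelial cells. Over 1915 genes in pericytes, the corresponding medians were 0.212 (84 pairs), 0.208 (18 pairs) and 0.212 (108 pairs), and the most similar cell had the same genotype for 12 of 21 pericytes.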

While *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ cells did not form distinct clusters, they separated within each cell population. 

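*Gpr124* is listed in the deposited counts as *Adgra2* (ENSMUSG00000031486), which lies on the plus strand of chromosome 8 of GRCm38 from 27085583 to 27123436. The 5 *Gpr124* fl/fl endothelial cells held 3 UMIs of *Adgra2* in 2 cells, 2 of them in the CD31-gate plate and 1 in the PDGFRB-gate plate, and the 6 *Gpr124* ∆EC/∆EC endothelial cells held 0. Both sums are at or below the 3-UMI floor, so a difference between the genotypes in endothelial cells was not detectable at this depth. In pericytes, *Adgra2* had 7 UMIs in 5 of 9 *Gpr124* fl/fl cells and 17 UMIs in 7 of 12 *Gpr124* ∆EC/∆EC cells, a log2 ratio of −0.69 (−2.20 to 0.65). UMIs in SORT-seq come from the end of the transcript next to the poly(A) tail, and the paper's text does not name the floxed exon. Transcripts that lack an exon elsewhere in the gene can still be counted, so the UMIs of *Adgra2* do not measure the deletion itself.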

Analysis of *Gpr124* mRNA levels across cell types and genotypes confirmed the knockout and revealed expression in both hyaloid endothelial cells and pericytes (Fig. 5B). 

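The log2 fold change was computed from the 11 endothelial cells with the formula of Seurat 5, that is, from the sums of back-transformed log-normalized values with a pseudocount of 1 per group. For the 249 genes of Table S2, 147 upregulated and 102 downregulated in *Gpr124* fl/fl cells, the sign was the same as the paper's for all 249, also when counts were pooled and when every cell was thinned to 1000 UMIs. These 249 genes had a median of 5 UMIs summed over the 11 cells (range 3 to 95). At most 5 UMIs were counted for 126 of them and at least 30 for 20. No UMI was found in *Gpr124* ∆EC/∆EC cells for 78 of the genes and none in *Gpr124* fl/fl cells for 79. For 53 genes, both genotypes had 3 UMIs or fewer.
Among genes with at least 30 UMIs in the endothelial cells, the 5 with the largest ratio of pooled counts in each direction were taken. The higher ones in *Gpr124* fl/fl were *Hbb-bs* with 71 and 0 UMIs (at least 24.7-fold higher, exact limit 19.6), *Hba-a2* with 91 and 1 UMIs (log2 ratio 6.57, 4.06 to 11.89), *Hba-a1* with 56 and 1 UMIs (5.87, 3.33 to 11.20), *Ptms* with 24 and 7 UMIs (1.84, 0.58 to 3.30) and *Rpl14* with 22 and 8 UMIs (1.52, 0.30 to 2.90). All *Gpr124* fl/fl UMIs of *Hbb-bs*, *Hba-a2* and *Hba-a1* lay in the 3 endothelial cells of the *Gpr124* fl/fl PDGFRB-gate plate. The lower ones in *Gpr124* fl/fl were *Epas1* with 9 and 27 UMIs (−1.52, −2.79 to −0.39), *Flt1* with 13 and 38 UMIs (−1.48, −2.52 to −0.54), *Slc7a5* with 11 and 30 UMIs (−1.38, −2.53 to −0.35), *Col4a1* with 26 and 69 UMIs (−1.34, −2.06 to −0.68) and *Sat1* with 10 and 25 UMIs (−1.26, −2.48 to −0.15). All 5 kept their direction in each plate, but the *Gpr124* fl/fl plates differed in level: in the CD31-gate and PDGFRB-gate plates, *Epas1* had 11.2 and 2.23 UMIs per 10000 against 17.0 in *Gpr124* ∆EC/∆EC cells, *Flt1* 3.21 and 12.3 against 24.0, *Slc7a5* 1.61 and 11.2 against 18.9, *Col4a1* 27.3 and 10.0 against 43.5, and *Sat1* 0 and 11.2 against 15.8.
Of the 10 genes labelled in Fig. S2F, *Rpl6* (ENSMUSG00000029614, chromosome 5, 121204481 to 121209241) had 28 UMIs in *Gpr124* fl/fl and 16 in *Gpr124* ∆EC/∆EC cells, a log2 fold change of 1.11. Its ratio of pooled counts was 0.87 (−0.07 to 1.86). *Mmrn2* (ENSMUSG00000041445, chromosome 14, 34375465 to 34404287) had 1 UMI in 1 *Gpr124* fl/fl cell and 16 UMIs in 6 *Gpr124* ∆EC/∆EC cells, a log2 fold change of −3.95. The other 8 (*Prkab1*, *Elavl1*, *Crebbp*, *Get4*, *Adprh*, *Rap1a*, *Dynlrb1* and *Dag1*) had 0 UMIs in 1 genotype and 4 to 9 in the other. The alternative that moved these genes most was to take the gate of the plate as the class in place of the markers. It changed the sign of the log2 fold change of *Col4a1* to 0.92, of *Epas1* to 0.38, of *Rpl14* to −1.17 and of *Hba-a1* to −3.59. By the markers, the *Gpr124* fl/fl wells of this class were 2 endothelial cells, 6 pericytes and 1 with both markers. The *Gpr124* ∆EC/∆EC wells were 4 endothelial cells and 3 with neither marker. *Col4a1* and *Epas1* were higher in pericytes, and the plate with all *Gpr124* fl/fl endothelial UMIs of *Hba-a1* was left out. These sign changes therefore mix cell class with genotype.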

Comparative analysis of *Gpr124*^*fl/fl*^ vs *Gpr124*^*∆EC/∆EC*^ hyaloid endothelial cells identified 249 differentially expressed genes (DEG) (Fig. S2F, Table S2). Gene ontology (GO) analysis of genes upregulated in *Gpr124*^*fl/fl*^ cells indicated enrichment of terms associated with translation, ribosome biogenesis, energy metabolism, development, and WNT signaling (Fig. 5C, Table S2). Conversely, downregulated genes were enriched for GO terms related to growth factor response, inhibition of cell migration, cell junction assembly, development, and TGFβ signaling.

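For the terms of Table S2, the UMIs of the genes that the paper lists under each term were summed over the endothelial cells of each genotype. The genes were selected on these same cells, so the sums are not independent evidence for the terms. The 10 genes of "cytoplasmic translation" had 244 UMIs in *Gpr124* fl/fl and 118 in *Gpr124* ∆EC/∆EC cells, a log2 ratio of 1.11 (0.79 to 1.44), and the 10 genes of "ribosome biogenesis" had 142 and 65 (1.19, 0.76 to 1.64). Over 76 ribosomal protein genes, independent of the paper's selection, the share of all UMIs was 13.1% (12.6% to 13.6%) in *Gpr124* fl/fl and 11.0% (10.5% to 11.5%) in *Gpr124* ∆EC/∆EC cells. By plate this share was 9.08% and 15.9% in the *Gpr124* fl/fl plates sorted for CD31 and PDGFRB, and 9.69% and 11.8% in the corresponding *Gpr124* ∆EC/∆EC plates. The median log2 ratio of the 76 genes was 0.24, at percentile 99.4 of random gene lists matched on mean expression. When only the CD31-gate plates were compared it was −0.20, at percentile 82.2. The sign changed, but the list did not fall below most random lists.
The 6 genes of "aerobic respiration" had 45 UMIs in *Gpr124* fl/fl and 10 in *Gpr124* ∆EC/∆EC cells (2.23, 1.22 to 3.39), with 3 of the genes at 0 in *Gpr124* ∆EC/∆EC cells. In a separate list of 26 oxidative phosphorylation genes, the median log2 ratio was 0.88, or 0.43 with the 4 genes at 0 in a genotype set to their bound. The 7 genes of "Wnt signaling pathway" had 43 and 8 UMIs (2.49, 1.38 to 3.79), with 3 genes at 0 in *Gpr124* ∆EC/∆EC cells. The 14 detected genes of a list of 22 WNT target genes that was not selected on these cells had 114 UMIs in each genotype and a median log2 ratio of 0.06. That median stood at percentile 67.0 of random lists. With the CD31-gate plates alone it was −0.92, at percentile 33.6, so neither value stood out from random lists.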

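The 8 genes listed under the growth factor stimulus term of Table S2 had 19 UMIs in *Gpr124* fl/fl and 80 in *Gpr124* ∆EC/∆EC endothelial cells, a log2 ratio of −2.01 (−2.82 to −1.28), and 5 of them had 0 UMIs in *Gpr124* fl/fl cells. The 7 genes of "negative regulation of cell migration" had 6 and 60 UMIs (−3.26, −4.76 to −2.05), also with 5 genes at 0 in *Gpr124* fl/fl cells. For the 8 genes of "cell junction assembly" the sums were 20 and 83 UMIs (−1.99, −2.77 to −1.27), with 4 genes at 0. The 5 genes of the term for the response to TGFβ had 39 and 94 UMIs (−1.21, −1.78 to −0.65). *Col4a2*, with 26 and 52 UMIs, contributed most of these.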

**Fig. 5:**
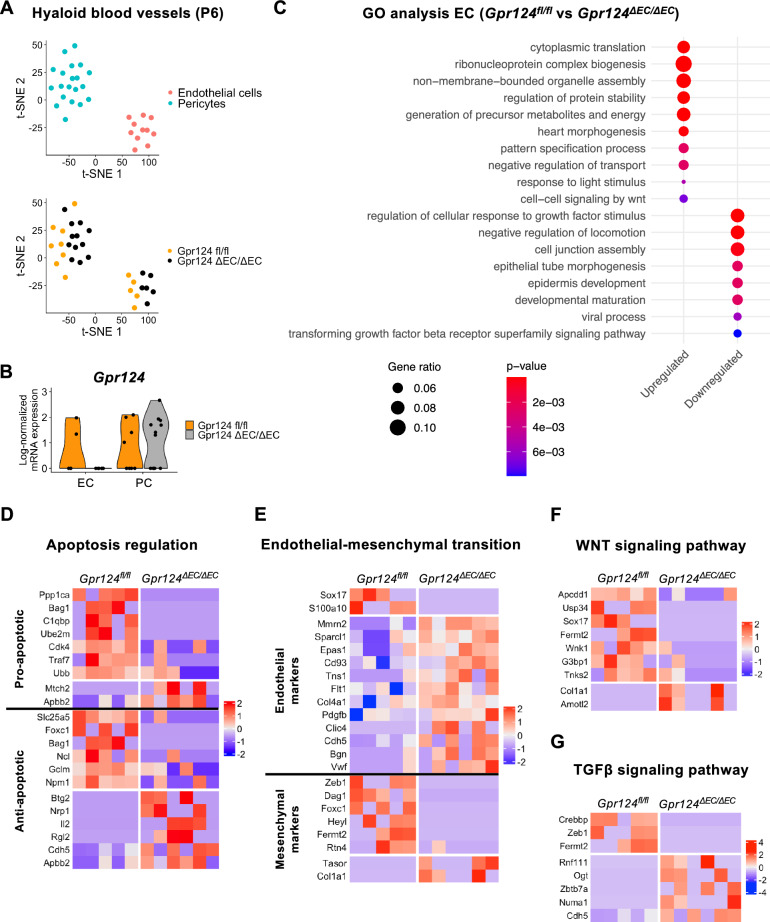
Single-cell RNA sequencing analysis of P6 hyaloid blood vessels. (**A**) t-SNE plots showing clustering of cell types (top) and distribution of genotypes (bottom) for the sequenced cells. t-SNE, t-distributed stochastic neighbor embedding. (**B**) Violin plot depicting log-normalized mRNA expression (UMI counts) of *Gpr124* in endothelial cells (EC) and pericytes (PC) split by genotype. Dots represent individual cells. UMI, unique molecular identifier. (**C**) GO Biological Process analysis of differentially expressed genes in endothelial cells (*Gpr124*^*fl/fl*^ vs *Gpr124*Δ*EC/*Δ*EC*). Differential expression criteria: absolute log2 fold change > 1 and p < 0.05 (logistic regression with likelihood ratio test). Upregulated and downregulated genes were analyzed separately (columns). Redundant and semantically similar terms were consolidated. Complete results are provided in Table S2. Only terms with a minimum overlap of five genes and a p < 0.01 (hypergeometric test) are shown. Gene ratio = overlapping genes: input genes. GO, gene ontology. (**D** − **G**) Heatmaps depicting differentially expressed genes (scaled UMI counts) in endothelial cells (*Gpr124*^*fl/fl*^ vs *Gpr124*^Δ*EC/*Δ*EC*^) related to apoptosis regulation (**D**), endothelial-mesenchymal transition (**E**), WNT signaling (**F**), and TGFβ signaling (**G**). Differential expression criteria: absolute log2 fold change > 1 and p < 0.05 (logistic regression with likelihood ratio test). Red = upregulated, blue = downregulated or not detected. See also Fig. S2 and Tables S1−S3.

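The apoptosis terms of Table S2, "neuron apoptotic process" and its regulation, list the same 6 genes (*Bag1*, *Ube2m*, *Traf7*, *Ubb*, *Gclm* and *Npm1*). These had 59 UMIs in *Gpr124* fl/fl and 31 in *Gpr124* ∆EC/∆EC endothelial cells, a log2 ratio of 0.99 (0.34 to 1.67). *Ubb* contributed 24 and 17 UMIs, a log2 ratio of 0.56 (−0.40 to 1.55), and *Npm1* 12 and 8 UMIs (0.65, −0.76 to 2.14). The log2 fold change of *Ubb* was 1.28 by the formula of Seurat 5 and −0.40 with classes taken from the gate of the plate. Classes by gate mix pericytes with the endothelial cells.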

While not identified as a major biological process regulated by GPR124, two of the 187 enriched GO terms were related to apoptosis (Table S2). Upon screening the DEG for overlaps with the GO terms "positive regulation of apoptotic process" (GO:0043065) and "negative regulation of apoptotic process" (GO:0043066), 20 genes were identified (Fig. 5D). 

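Fig. 5D shows 9 pro-apoptotic and 12 anti-apoptotic entries, which are 19 distinct genes because *Bag1* and *Apbb2* stand in both groups. The 7 pro-apoptotic genes shown as higher in *Gpr124* fl/fl endothelial cells had 59 UMIs in *Gpr124* fl/fl and 23 in *Gpr124* ∆EC/∆EC cells, and 4 of them had 0 UMIs in *Gpr124* ∆EC/∆EC cells. Among these, *Ppp1ca* had 9 and 0 UMIs (at least 3.13-fold higher, exact limit 2.06) and *Bag1* 6 and 0 UMIs (at least 2.09-fold higher, exact limit 1.23). The counting interval of the ratio excluded a log2 ratio of 0 for 2 of the 7. *C1qbp* did not pass 3 UMIs in either genotype. The pro-apoptotic genes shown as lower were *Mtch2* and *Apbb2*, with 2 and 12 UMIs between them.
The 6 anti-apoptotic genes shown as higher had 46 and 16 UMIs and the 6 shown as lower had 15 and 55. In each set, the interval excluded 0 for 2 genes. *Ncl* had 9 and 1 UMIs, a log2 ratio of 3.23 (0.38 to 8.69), and *Nrp1* had 0 and 7 UMIs (at least 2.23-fold lower, exact limit 1.38). For *Foxc1*, *Il2* and *Rgl2*, neither genotype passed 3 UMIs.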

Interestingly, most pro-apoptotic genes were upregulated in *Gpr124*^*fl/fl*^ cells, whereas negative regulators of apoptosis showed a balanced up- and downregulation.

Notably, 22 DEG were known endothelial or mesenchymal markers, exhibiting an expression pattern consistent with GPR124-dependent endothelial-mesenchymal transition (EndMT)^25^. 

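The 22 genes of Fig. 5E comprise 14 endothelial and 8 mesenchymal markers, all selected for their difference in these same cells. The 12 endothelial markers shown as lower in *Gpr124* fl/fl cells had 99 UMIs in *Gpr124* fl/fl and 295 in *Gpr124* ∆EC/∆EC endothelial cells. For 11 of them, all except *Pdgfb* with 5 and 12 UMIs, the counting interval of the ratio excluded a log2 ratio of 0. *Clic4* had 0 and 12 UMIs (at least 3.83-fold lower, exact limit 2.66), *Sparcl1* 7 and 22 UMIs (−1.59, −3.06 to −0.31), *Tns1* 1 and 8 UMIs (−2.94, −8.41 to −0.04), *Bgn* 1 and 10 UMIs (−3.26, −8.70 to −0.45) and *Cd93* 22 and 41 UMIs (−0.83, −1.65 to −0.05). Of these 12 genes, 6 passed the filter of the comparison of endothelial cells with pericytes (edgeR over sums per class and plate). *Col4a1* (ENSMUSG00000031502, chromosome 8, 11198423 to 11312826), *Bgn* and *Epas1* were lower in endothelial cells, by log2 fold changes of −1.40 (standard error 0.29, adjusted p = 1.16e-05), −2.26 (standard error 0.50, adjusted p = 4.94e-05) and −1.49 (standard error 0.32, adjusted p = 2.07e-05), with 4 of 4 endothelial sums below all pericyte sums for each. *Flt1* and *Cd93* were higher in endothelial cells, by 2.97 (standard error 0.60, adjusted p = 5.03e-06) and 1.27 (standard error 0.38, adjusted p = 0.00363), and *Sparcl1* did not pass (adjusted p = 0.265). With classes taken from the gate of the plate, the log2 fold change of *Bgn* between the genotypes was 0.65. That setting mixes pericytes, in which *Bgn* was higher, with the *Gpr124* fl/fl endothelial cells. The 546 endothelial markers of Table S1, chosen against pericytes and not for the genotype, had 2556 UMIs in *Gpr124* fl/fl and 2742 in *Gpr124* ∆EC/∆EC endothelial cells. Their median log2 ratio was 0.06, that of a gene with equal counts in both genotypes, at percentile 56.4 of random lists matched on expression. Of these markers, 98 had 0 UMIs in a genotype. For markers with at least 10 UMIs the median was −0.19, at percentile 0.02, lower in *Gpr124* fl/fl as the paper states. With a minimum of 2000 UMIs per cell it was 0.24, at percentile 98.8, in the opposite direction. The endothelial markers shown as higher, *Sox17* and *S100a10*, had 8 and 0 UMIs together, of which *S100a10* had 5, and for both genes equal levels lie within counting error.
The 6 mesenchymal markers shown as higher (*Zeb1*, *Dag1*, *Foxc1*, *Heyl*, *Fermt2* and *Rtn4*) had 26 UMIs in *Gpr124* fl/fl and 1 in *Gpr124* ∆EC/∆EC cells, and 5 of them had 0 UMIs in *Gpr124* ∆EC/∆EC cells. The counting interval of the ratio excluded equal levels for 1 of the 6 genes, *Dag1* with 6 UMIs (at least 2.09-fold higher, exact limit 1.23). *Fermt2* had 5 UMIs, and *Foxc1* and *Heyl* had 3 each, at the floor. *Rtn4* had 5 and 1 UMIs (2.39, −0.77 to 7.95). The mesenchymal markers shown as lower, *Tasor* and *Col1a1*, had 0 and 3 UMIs each. In a list of 24 mesenchymal marker genes, of which 13 were detected, *Gpr124* fl/fl cells had 157 UMIs and *Gpr124* ∆EC/∆EC cells 137. The median log2 ratio of that list was 0.31, or 0 with the 7 genes at 0 in a genotype set to their bound, and it ranged from −0.11 to 0.76 over the alternatives. From the opposite directions of the endothelial and the mesenchymal markers among the differentially expressed genes, the paper proposes a GPR124-dependent EndMT. Its proposal of a partial EndMT also rests on immunostaining of VE-cadherin, VWF and ZEB1.

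**Figure D2:**
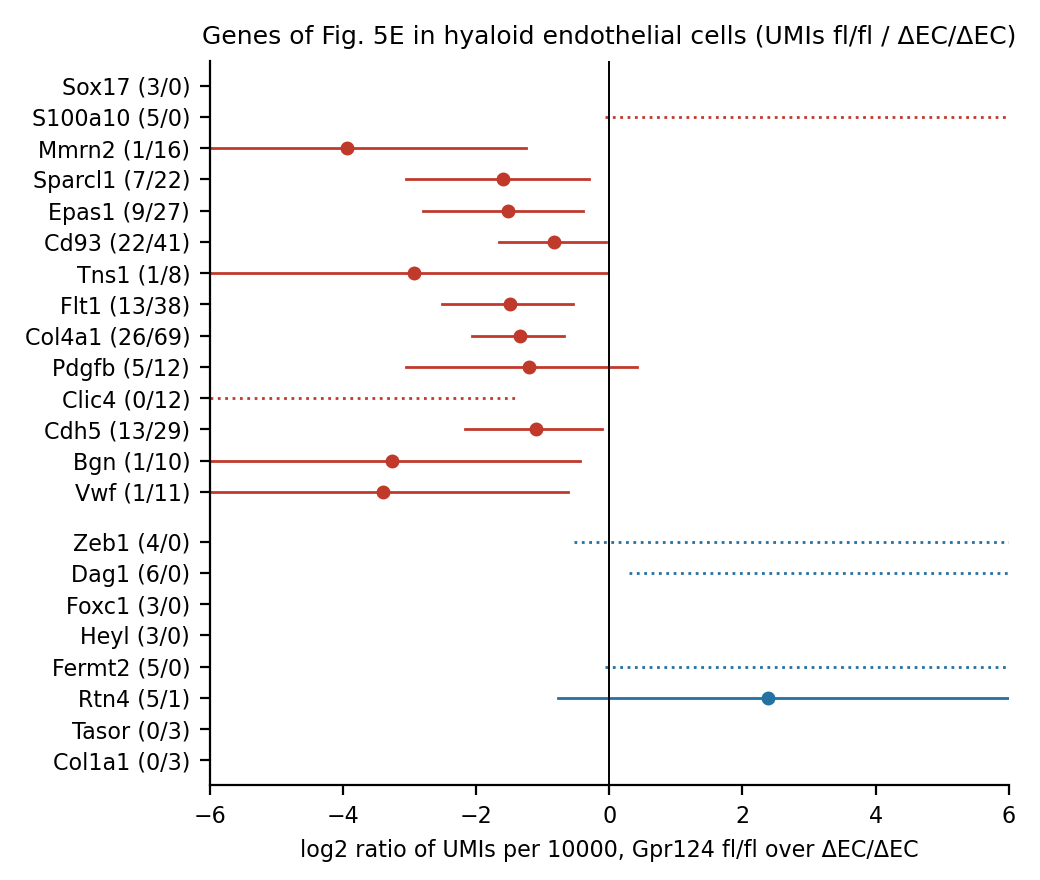
Log2 ratio of UMIs per 10000, *Gpr124* fl/fl over *Gpr124* ∆EC/∆EC endothelial cells, for the genes of Fig. 5E, endothelial markers in red and mesenchymal markers in blue; points are ratios with exact 95% intervals for counting error, dotted lines start at the interval limit of genes with 0 UMIs in a genotype, and genes with 3 UMIs or fewer in both genotypes have no line. Intervals of 11 of the 12 endothelial markers shown as lower lie below 0, and 1 of the 6 mesenchymal markers shown as higher has an interval above 0.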

In *Gpr124*^*fl/fl*^ endothelial cells, multiple endothelial markers were downregulated, and mesenchymal markers were upregulated (Fig. 5E). While our GO analysis did not specifically identify EndMT, the related GO terms "epithelial to mesenchymal transition" (GO:0001837) and "mesenchymal cell differentiation" (GO:0048762) were significantly enriched in the upregulated gene set (Table S2). 

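Both terms list the same 5 genes, *Dag1*, *Foxc1*, *Heyl*, *Fermt2* and *Rtn4*. Together these had 22 UMIs in the 5 *Gpr124* fl/fl cells and 1 UMI in the 6 *Gpr124* ∆EC/∆EC cells, a log2 ratio of 4.52 (1.89 to 9.89). No UMI was found in *Gpr124* ∆EC/∆EC cells for 4 of the 5 genes. The genes were selected for their difference in these cells, and the enrichment itself was not recomputed.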

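*Apcdd1* (ENSMUSG00000071847), on chromosome 18 of GRCm38 from 62922231 to 62961179, had 10 UMIs in 5 of 5 *Gpr124* fl/fl endothelial cells and 3 UMIs in 2 of 6 *Gpr124* ∆EC/∆EC endothelial cells. The ratio of UMIs per 10000 was 3.48 (0.90 to 19.7), so the counting interval includes equal levels. The log2 fold change by the formula of Seurat 5 was 1.62. *Sox17* (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) had 3 UMIs in *Gpr124* fl/fl and 0 in *Gpr124* ∆EC/∆EC cells, both within the floor. Its 3 UMIs lay in the 3 endothelial cells of the PDGFRB-gate plate. *Lef1* (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) had 1 UMI in 1 *Gpr124* fl/fl cell and 6 UMIs in 3 *Gpr124* ∆EC/∆EC cells, a log2 ratio of −2.52 (−8.05 to 0.52).
Of the 9 genes in Fig. 5F, the 7 shown as higher had 43 UMIs in *Gpr124* fl/fl and 8 in *Gpr124* ∆EC/∆EC cells, and the interval of the ratio excluded a log2 ratio of 0 for 1 gene, *Wnk1*, with 11 and 1 UMIs (3.52, 0.74 to 8.95). With the classes taken from the gate of the plate, which mixes pericytes with the endothelial cells, the log2 fold change of *Wnk1* was 0.27. *G3bp1* and *Tnks2* had 5 and 2 UMIs each (1.39, −1.23 to 4.78), and *Usp34* had 4 and 0 UMIs. Of the genes shown as lower, *Amotl2* had 0 and 4 UMIs. Equal levels of *Usp34* and of *Amotl2* lie within counting error.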

Consistent with the LEF1 immunostaining, the WNT target genes *Apcdd1* and *Sox17* showed upregulation in *Gpr124*^*fl/fl*^ cells, along with several other WNT signaling regulators (Fig. 5F). As indicated by the GO analysis, several genes associated with TGFβ signaling were also differentially expressed between *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ endothelial cells (Fig. 5G).

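Of the 8 genes in Fig. 5G, the 3 shown as higher in *Gpr124* fl/fl endothelial cells (*Crebbp*, *Zeb1* and *Fermt2*) had 14 UMIs in *Gpr124* fl/fl and 0 in *Gpr124* ∆EC/∆EC cells. *Crebbp* had 5 of these UMIs. The 5 shown as lower (*Rnf111*, *Ogt*, *Zbtb7a*, *Numa1* and *Cdh5*) had 13 and 45 UMIs, of which *Cdh5* alone accounted for all 13 in *Gpr124* fl/fl cells. *Zbtb7a* had 0 and 5 UMIs, and *Rnf111* and *Ogt* had 0 and 4 UMIs each. The counting interval of the ratio excluded a log2 ratio of 0 for *Cdh5* only.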

To validate differential expression of EndMT markers at the protein level, we performed immunostaining of vitreous body flatmounts from P6 *Gpr124*^*fl/fl*^ and *Gpr124*^*∆EC/∆EC*^ mice (Fig. 6 and S3). Downregulation of the endothelial markers *Cdh5* (VE-cadherin) and *Vwf* at the mRNA level (Fig. 6A and S3A) correlated with downregulation at the protein level (Fig. 6B,C and S3B-C). Conversely, upregulation of the mesenchymal marker *Zeb1*^25^ at the mRNA level (Fig. 6A) was confirmed at the protein level (Fig. 6D,E).

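*Cdh5* (ENSMUSG00000031871) lies on chromosome 8 of GRCm38 from 104101625 to 104144511. It had 13 UMIs (6.92 to 22.2) in 5 of 5 *Gpr124* fl/fl endothelial cells and 29 UMIs (19.4 to 41.6) in 6 of 6 *Gpr124* ∆EC/∆EC endothelial cells. The log2 ratio of UMIs per 10000 was −1.09 (−2.16 to −0.11) and the log2 fold change by the formula of Seurat 5 was −1.54. The *Gpr124* fl/fl cells held 4, 2, 4, 1 and 2 UMIs and the *Gpr124* ∆EC/∆EC cells 4, 7, 1, 5, 4 and 8. Over all alternatives the log2 fold change lay between −2.60, with classes taken from the gate of the plate, and −1.04, with pooled counts and 1 count added to each group. The classes by gate mix pericytes with the endothelial cells.
*Vwf* (ENSMUSG00000001930), on chromosome 6 from 125546774 to 125686679, had 1 UMI in 1 *Gpr124* fl/fl cell and 11 UMIs in 4 *Gpr124* ∆EC/∆EC cells. Its log2 ratio was −3.40 (−8.82 to −0.61) and its log2 fold change −3.52. The values ranged from −4.45 with cells thinned to 1000 UMIs to −1.58 at a mitochondrial limit of 5%. Without the 1 *Gpr124* fl/fl cell that held *Vwf*, the count in *Gpr124* fl/fl is 0 and only a bound of −1.47 against the floor can be given, where the formula, carried by its pseudocount, returns −5.24.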

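*Zeb1* (ENSMUSG00000024238), on chromosome 18 of GRCm38 from 5591860 to 5775467, had 4 UMIs (1.09 to 10.2) in 3 of 5 *Gpr124* fl/fl endothelial cells and 0 UMIs (0 to 3.69) in 6 *Gpr124* ∆EC/∆EC endothelial cells. The exact interval of the ratio starts at 0.690, so equal levels lie within counting error. Across the alternatives, *Gpr124* fl/fl cells had 2 to 5 UMIs and *Gpr124* ∆EC/∆EC cells 0.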

**Fig. 6:**
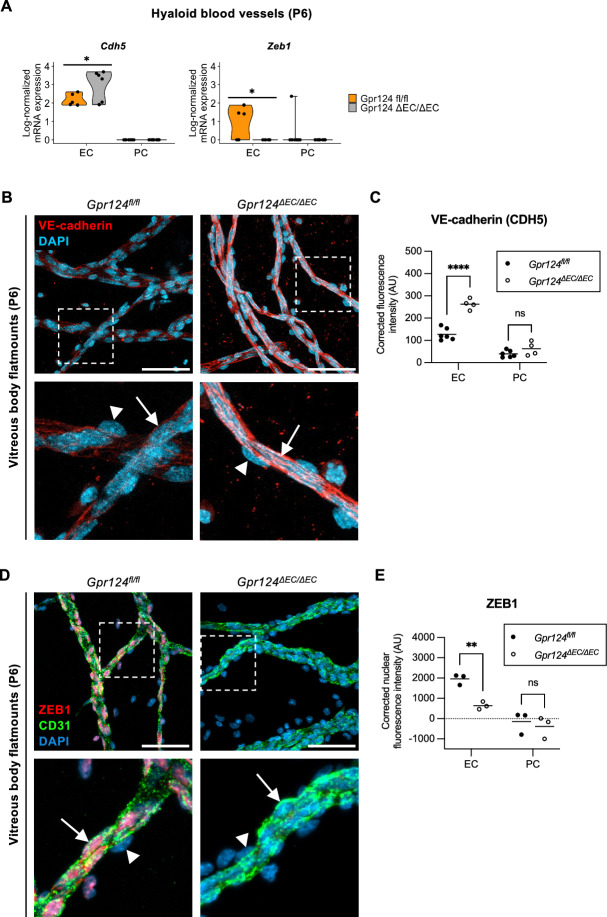
GPR124 is associated with partial endothelial-mesenchymal transition in hyaloid endothelial cells. (**A**) Violin plots depicting log-normalized mRNA expression (UMI counts) of *Cdh5* and *Zeb1* in hyaloid endothelial cells (EC) and pericytes (PC) from P6 mice (*Gpr124*^*fl/fl*^ vs *Gpr124*^Δ*EC/*Δ*EC*^). Dots represent individual cells. *p < 0.05 (logistic regression with likelihood ratio test). Exact p-values are provided in Table S2. UMI, unique molecular identifier; *Cdh5*, cadherin 5; *Zeb1*, zinc finger Ebox-binding homeobox 1. (**B**) VE-cadherin (CDH5) and DAPI co-staining of vitreous body flatmounts from P6 *Gpr124fl/fl* and *Gpr124*Δ*EC/*Δ*EC* mice. Boxed regions are shown at higher magnification below. Arrows denote endothelial cells; arrowheads indicate pericytes. Scale bar: 50 µm. (**C**) Quantification of VE-cadherin (CDH5) expression in biological replicates of (**B**). Dots represent VE-cadherin fluorescence intensity per flatmount (background-corrected mean intensity). Horizontal lines show mean values (n ≥ 4 mice). ****p < 0.0001; ns, not significant (two-way ANOVA with Šídák’s post-hoc test). (**D**) ZEB1, CD31, and DAPI co-staining of vitreous body flatmounts from P6 *Gpr124fl/fl* and *Gpr124*^Δ*EC/*Δ*EC*^ mice. Boxed regions are shown at higher magnification below. Arrows denote endothelial cells; arrowheads indicate pericytes. Scale bar: 50 µm. (**E**) Quantification of ZEB1 expression in biological replicates of (**D**). Dots represent median nuclear ZEB1 fluorescence intensity per flatmount (background-corrected integrated intensity). Horizontal lines show mean values (n = 3 mice). **p < 0.01; ns, not significant (two-way ANOVA with Šídák’s post-hoc test). See also Fig. S4 and Table S2.

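The log2 fold changes of the 9 *Gpr124* fl/fl and 12 *Gpr124* ∆EC/∆EC pericytes had the same sign as in Table S3 for 539 of its 540 genes (327 upregulated and 213 downregulated in *Gpr124* fl/fl) and the opposite sign for 1. The 540 genes had a median of 5 UMIs over the 21 pericytes (range 2 to 83), with at most 5 UMIs for 317 genes and at least 30 for 19. There were 263 genes with 0 UMIs in *Gpr124* ∆EC/∆EC and 116 with 0 in *Gpr124* fl/fl pericytes, and for 195 genes neither genotype passed 3 UMIs.
By the rule of size used for the endothelial cells, the largest increases in *Gpr124* fl/fl pericytes were *Timp3* with 39 and 16 UMIs (log2 ratio 1.88, 1.00 to 2.81), *Impad1* with 21 and 12 (1.40, 0.31 to 2.55), *Ahnak* with 20 and 13 (1.21, 0.13 to 2.34), *Eid1* with 18 and 12 (1.18, 0.04 to 2.36) and *Anxa5* with 29 and 20 (1.127, 0.26 to 2.03). The increases of *Anxa5* and *Eid1* each rest on 1 plate: *Anxa5* had 1.67 UMIs per 10000 in the *Gpr124* fl/fl CD31-gate plate against 4.14 in *Gpr124* ∆EC/∆EC, and *Eid1* had 2.13 in the *Gpr124* fl/fl PDGFRB-gate plate against 2.48. The largest decreases were *Ifi203* with 2 and 30 UMIs (−3.32, −6.43 to −1.34), *Tbxa2r* with 4 and 26 (−2.11, −4.09 to −0.58), *Tbx2* with 6 and 31 (−1.78, −3.33 to −0.50), *Cox6a1* with 8 and 40 (−1.73, −3.04 to −0.62) and *Nisch* with 6 and 26 (−1.52, −3.10 to −0.21). Of the genes labelled in Fig. S2G, *Lrp6* (ENSMUSG00000030201, chromosome 6, 134446476 to 134566965) had 0 UMIs in *Gpr124* fl/fl and 23 in *Gpr124* ∆EC/∆EC pericytes, at least 5.09-fold lower in *Gpr124* fl/fl (exact limit 3.82). *Nrp1* had 1 and 22 UMIs (−3.87, −9.24 to −1.24) and *Ap2m1* 12 and 3 UMIs (2.59, 0.70 to 5.06). The alternative that moved the genes of the size rule most was the class by the gate of the plate, under which the log2 fold change of *Timp3* was 0.79 and that of *Ifi203* −0.90. This alternative mixes cells of both marker classes.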

Although not directly affected by the *Gpr124* knockout, hyaloid pericytes displayed significant transcriptional changes in *Gpr124*^*fl/fl*^ vs *Gpr124*^*∆EC/∆EC*^ mice, with 327 upregulated and 213 downregulated genes (Fig. S2G, Table S3). GO analysis revealed association of the differentially expressed genes with protein degradation, development, apoptosis, and autophagy (Fig. S3H, Table S3), suggesting a secondary stress response in hyaloid pericytes.

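The UMIs of the genes listed under a term of Table S3 were summed over the pericytes as for the endothelial cells, again for genes selected on these cells. Under "regulation of protein catabolic process", the 14 upregulated genes had 99 UMIs in *Gpr124* fl/fl and 28 in *Gpr124* ∆EC/∆EC pericytes, a log2 ratio of 2.41 (1.79 to 3.07), and 8 of them had 0 UMIs in *Gpr124* ∆EC/∆EC. The 9 downregulated genes of that term had 22 and 92 UMIs (−1.47, −2.22 to −0.79). The 10 genes of "macroautophagy" had 40 and 8 UMIs (2.91, 1.80 to 4.22), with 8 genes at 0 in *Gpr124* ∆EC/∆EC and 6 with 3 UMIs or fewer in both genotypes. For intrinsic apoptotic signaling, 11 upregulated genes had 46 and 19 UMIs (1.87, 1.07 to 2.72) and 13 downregulated genes 26 and 154 (−1.98, −2.64 to −1.37). For "mesenchyme development", 10 upregulated genes had 93 and 32 UMIs and 8 downregulated genes 32 and 178.
In a list of 20 genes induced by tissue dissociation, of which 19 were detected, *Gpr124* fl/fl pericytes had 74 UMIs and *Gpr124* ∆EC/∆EC pericytes 222. The median log2 ratio was −0.99, or −0.41 with the 9 genes at 0 in a genotype set to their bound, and lay between −1.50 and −0.30 over the alternatives.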

### Hyaloid endothelial cell apoptosis precedes pericyte loss

Pericytes are essential regulators of blood vessel integrity^29^ and could potentially orchestrate hyaloid vessel regression. GPR124-mediated signaling in endothelial cells might trigger pericyte loss, leading to subsequent vessel destabilization and secondary endothelial cell apoptosis. To investigate the temporal sequence of endothelial and pericyte loss during hyaloid vessel clearance, we performed CD31 and NG2 co-immunostaining of vitreous body flatmounts at different postnatal days (Fig. S4A). Regressing vessel segments exhibited apoptotic endothelial cells, evidenced by fragmented and condensed CD31 signal, while the surrounding NG2-positive pericytes appeared non-apoptotic and interconnected. This indicates that endothelial cell apoptosis precedes pericyte loss during hyaloid vessel regression.

To assess the fate of pericytes in hyaloid vessel clearance, we performed CD31 and fibronectin co-immunostaining of vitreous body flatmounts (Fig. S4B). This staining identified a late stage of regression characterized by acellular “ghost vessels”. These structures consisted merely of residual basement membrane strands devoid of both endothelial cells and pericytes, indicating that pericytes eventually undergo apoptosis or migrate away following endothelial cell death.

## Discussion

In this study, we identify GPR124 as a key regulator of hyaloid blood vessel regression. Our findings are consistent with a model in which GPR124 promotes WNT/β-catenin signaling and partial endothelial-mesenchymal transition (EndMT) in hyaloid endothelial cells.

In the developing CNS, WNT7A and WNT7B secreted by neuroepithelial cells activate β-catenin signaling in endothelial cells to induce angiogenesis and formation of the blood–brain barrier^14^. In contrast, in the developing vitreous body, WNT7B released by macrophages activates β-catenin signaling in endothelial cells to mediate hyaloid vessel regression^9^. These divergent functions underscore the context-dependent nature of WNT signaling, likely reflecting differences in cellular environment, pathway crosstalk, and downstream transcriptional programs. While WNT7A/B signaling has been extensively studied in CNS endothelial cells, the specific receptors and downstream mechanisms of WNT7B signaling in hyaloid endothelial cells have remained poorly defined.

GPR124 is a well-established WNT7A/B co-receptor in CNS endothelial cells^16,17,30^. While not specifically investigated in this study, our data are consistent with a model in which GPR124 mediates WNT7B signaling in hyaloid endothelial cells. This is supported by the similarity between the *Gpr124* knockout phenotype observed here and previously reported *Wnt7b* deficiency^9^. Furthermore, reduced expression of WNT target genes, including *Lef1*, *Apcdd1*, and *Sox17*, in *Gpr124*-deficient hyaloid endothelial cells is consistent with attenuated WNT/β-catenin signaling. However, we cannot entirely exclude that the observed phenotype was caused by dysregulation of other pathways. Rescue experiments using genetic activation of β-catenin (e.g., exon 3 deletion) will be required to definitively establish causality.

Endothelial-specific *Gpr124* deletion impaired hyaloid blood vessel regression but did not completely block it. Residual vessel regression may reflect contributions from GPR124-independent WNT ligands or complementary pathways such as VEGF and TGFβ signaling^7,8^. Although expression of LEF1 was significantly downregulated in *Gpr124* knockout hyaloid endothelial cells, substantial residual expression (~ 50%) suggests persistent WNT/β-catenin activity. Norrin, a soluble WNT agonist expressed in Müller glia and released into the retina and vitreous, is known to activate WNT/β-catenin signaling in retinal endothelial cells^31^ and may contribute to this residual signaling. Furthermore, based on our immunostaining, ~ 10% of *Gpr124* knockout endothelial cells appear to be non-recombined, potentially contributing to the observed residual WNT signaling and vessel regression.

LEF1 expression was undetectable in CD31-negative hyaloid cells, which likely include pericytes and macrophages. This may reflect either low or absent WNT/β-catenin signaling activity in these cells, or LEF1 expression below detection limits. Prior studies proposed that macrophage-derived WNT7B acts as a short-range signal, activating WNT/β-catenin in only a subset of hyaloid endothelial cells^9,11,27^. Our data, however, suggest that disruption of the GPR124-WNT7B axis broadly affects WNT target gene expression across nearly all hyaloid endothelial cells. This apparent discrepancy may reflect differences in sensitivity and readout of pathway activity (LEF1 immunostaining vs β-catenin reporters).

Interestingly, while GPR124 was not required for induction of isolated apoptotic events in hyaloid vessels, it promoted segmental vessel regression, characterized by linear clusters of apoptotic endothelial cells. Segmental vessel regression is typically associated with disrupted blood flow and local hemostasis, which can trigger endothelial apoptosis^13,32^. Single-cell RNA sequencing suggested GPR124-dependent upregulation of pro-apoptotic genes in hyaloid endothelial cells, although it remains unclear whether this represents a primary driver or secondary consequence of vessel clearance. In fact, apoptosis has been proposed to be a downstream event rather than an initiator of vessel regression^12,13^.

A key limitation of our single-cell RNA sequencing (SORT-seq) data is the low number of cells retained after quality control. While stringent filtering ensured analysis of intact cells, it reduced statistical power and necessitates cautious interpretation. Consequently, transcriptomic findings should be considered indicative rather than definitive and require validation by independent approaches. We therefore complemented these analyses with immunostaining of selected targets. Nevertheless, false positive or negative differential expression cannot be fully excluded. The high fraction of cells failing quality control likely reflects technical challenges associated with cell dissociation and/or sorting. While relaxed filtering thresholds increased cell numbers, they introduced substantial noise and impaired clustering and differential expression analysis. We therefore prioritized stringent quality control to ensure robustness of the retained dataset.

Our transcriptomic analyses, together with immunostaining, are consistent with features associated with partial EndMT, a process by which endothelial cells lose their characteristic markers and functions, while acquiring mesenchymal traits, such as enhanced motility and extracellular matrix production^25^. EndMT contributes to diverse physiological and pathological processes (e.g., cardiac valvulogenesis, atherosclerosis, fibrosis), with TGFβ signaling as a core driver, often acting in concert with WNT, Notch, or Endothelin signaling^25^. Our data indicate that most hyaloid endothelial cells undergo incomplete EndMT rather than full transdifferentiation, retaining endothelial markers such as CD31 until at least P10. Whether a small subset of the cells fully transitions, remains to be determined. Transcriptomic changes including upregulation of ribosomal protein genes and downregulation of migration inhibitors further support an EndMT signature^25,33,34^. Upregulation of *Zeb1* and downregulation of *Cdh5* (VE-cadherin), both TGFβ target genes and key inducers of EndMT^25^, suggest potential cooperation between WNT and TGFβ signaling, aligning with prior evidence of their synergy^35–37^.

GPR124-dependent partial EndMT might contribute to hyaloid vessel regression. By downregulating key endothelial junction proteins and promoting a mesenchymal-like state, it may compromise the structural and anticoagulant integrity of the hyaloid endothelium. This transition might induce local blood flow stasis required to trigger the observed segmental regression of hyaloid vessels. This hypothesis is further supported by studies reporting that suppression of endothelial identity (by ETS transcription factor inhibition) accelerates hyaloid vessel clearance^38^.

Endothelial GPR124 also induced a transcriptional response in hyaloid pericytes, including genes associated with protein degradation, apoptosis, and autophagy. Overall, these transcriptional changes indicate a stress response potentially driven by endothelial cell apoptosis, blood flow stasis, ischemia, or downregulation of paracrine survival signals (e.g. *Pdgfb*). Immunostaining revealed sequential loss of cell types during hyaloid vessel clearance with endothelial cell apoptosis preceding pericyte loss.

This study advances our understanding of the molecular mechanisms underlying hyaloid vessel regression and extends vascular regulation by GPR124 beyond the CNS. The association of EndMT with physiologic blood vessel regression may be conserved across other vascular beds and could serve as a therapeutic target for treating disorders such as persistent hyperplastic primary vitreous (PHPV).

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

Raw and processed single-cell RNA sequencing data have been deposited in Gene Expression Omnibus (GEO) under accession number [GSE284257] (https:/www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284257).

## References

[1] Lutty, G. A. & McLeod, D. S. Development of the hyaloid, choroidal and retinal vasculatures in the fetal human eye. *Prog. Retin. Eye Res.***62**, 58–76 (2018).29081352 10.1016/j.preteyeres.2017.10.001PMC5776052

[2] Wang, Z., Liu, C. H., Huang, S. & Chen, J. Assessment and characterization of hyaloid vessels in mice. *J. Vis. Exp.***147**, 10–3791 (2019).10.3791/59222PMC702831531157789

[3] Silbert, M. & Gurwood, A. S. Persistent hyperplastic primary vitreous. *Clin. Eye Vis. Care***12**, 131–137 (2000).11137427 10.1016/s0953-4431(00)00054-0

[4] Chen, J. et al. Retinal expression of Wnt-pathway mediated genes in low-density lipoprotein receptor-related protein 5 (Lrp5) knockout mice. *PLoS ONE***7**, e30203 (2012).22272305 10.1371/journal.pone.0030203PMC3260226

[5] Gale, N. W. et al. Angiopoietin-2 is required for postnatal angiogenesis and lymphatic patterning, and only the latter role is rescued by Angiopoietin-1. *Dev. Cell***3**, 411–423 (2002).12361603 10.1016/s1534-5807(02)00217-4

[6] Ohlmann, A. V., Adamek, E., Ohlmann, A. & Lutjen-Drecoll, E. Norrie gene product is necessary for regression of hyaloid vessels. *Invest. Ophthalmol. Vis. Sci.***45**, 2384–2390 (2004).15223821 10.1167/iovs.03-1214

[7] Yoshikawa, Y. et al. Developmental regression of hyaloid vasculature is triggered by neurons. *J. Exp. Med.***213**, 1175–1183 (2016).27325890 10.1084/jem.20151966PMC4925022

[8] Braunger, B. M. et al. Deletion of ocular transforming growth factor beta signaling mimics essential characteristics of diabetic retinopathy. *Am. J. Pathol.***185**, 1749–1768 (2015).25857227 10.1016/j.ajpath.2015.02.007

[9] Lobov, I. B. et al. WNT7b mediates macrophage-induced programmed cell death in patterning of the vasculature. *Nature***437**, 417–421 (2005).16163358 10.1038/nature03928PMC4259146

[10] Nayak, G. et al. Developmental vascular regression is regulated by a Wnt/beta-catenin, MYC and CDKN1A pathway that controls cell proliferation and cell death. *Development***145**, baz046 (2018).10.1242/dev.154898PMC603140829777010

[11] Lang, R., Lustig, M., Francois, F., Sellinger, M. & Plesken, H. Apoptosis during macrophage-dependent ocular tissue remodelling. *Development***120**, 3395–3403 (1994).7821211 10.1242/dev.120.12.3395

[12] Watson, E. C. et al. Apoptosis regulates endothelial cell number and capillary vessel diameter but not vessel regression during retinal angiogenesis. *Development***143**, 2973–2982 (2016).27471260 10.1242/dev.137513

[13] Franco, C. A. et al. Dynamic endothelial cell rearrangements drive developmental vessel regression. *PLoS Biol.***13**, e1002125 (2015).25884288 10.1371/journal.pbio.1002125PMC4401640

[14] Stenman, J. M. et al. Canonical Wnt signaling regulates organ-specific assembly and differentiation of CNS vasculature. *Science***322**, 1247–1250 (2008).19023080 10.1126/science.1164594

[15] Cho, C., Smallwood, P. M. & Nathans, J. Reck and Gpr124 are essential receptor cofactors for Wnt7a/Wnt7b-specific signaling in mammalian CNS angiogenesis and blood-brain barrier regulation. *Neuron***95**, 1056-1073 e1055 (2017).28803732 10.1016/j.neuron.2017.07.031PMC5586543

[16] Zhou, Y. & Nathans, J. Gpr124 controls CNS angiogenesis and blood-brain barrier integrity by promoting ligand-specific canonical wnt signaling. *Dev. Cell***31**, 248–256 (2014).25373781 10.1016/j.devcel.2014.08.018PMC4223636

[17] Vallon, M. et al. A RECK-WNT7 receptor-ligand interaction enables isoform-specific regulation of Wnt bioavailability. *Cell Rep.***25**, 339-349 e339 (2018).30304675 10.1016/j.celrep.2018.09.045PMC6338448

[18] Cullen, M. et al. GPR124, an orphan G protein-coupled receptor, is required for CNS-specific vascularization and establishment of the blood-brain barrier. *Proc. Natl. Acad. Sci. U. S. A.***108**, 5759–5764 (2011).21421844 10.1073/pnas.1017192108PMC3078373

[19] Monvoisin, A. et al. VE-cadherin-CreERT2 transgenic mouse: A model for inducible recombination in the endothelium. *Dev. Dyn.***235**, 3413–3422 (2006).17072878 10.1002/dvdy.20982

[20] Percie du Sert, N. et al. The ARRIVE guidelines 2.0: Updated guidelines for reporting animal research. *PLoS Biol.***18**, e3000410 (2020).32663219 10.1371/journal.pbio.3000410PMC7360023

[21] Lizen, B., Claus, M., Jeannotte, L., Rijli, F. M. & Gofflot, F. Perinatal induction of Cre recombination with tamoxifen. *Transgenic Res.***24**, 1065–1077 (2015).26395370 10.1007/s11248-015-9905-5

[22] Hao, Y. et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat. Biotechnol.***42**, 293–304 (2024).37231261 10.1038/s41587-023-01767-yPMC10928517

[23] Wu, T. et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation***2**, 100141 (2021).34557778 10.1016/j.xinn.2021.100141PMC8454663

[24] Franzen, O., Gan, L. M. & Bjorkegren, J. L. M. PanglaoDB: A web server for exploration of mouse and human single-cell RNA sequencing data. *Database (Oxford)***2019**, baz046 (2019).30951143 10.1093/database/baz046PMC6450036

[25] Piera-Velazquez, S. & Jimenez, S. A. Endothelial to mesenchymal transition: Role in physiology and in the pathogenesis of human diseases. *Physiol. Rev.***99**, 1281–1324 (2019).30864875 10.1152/physrev.00021.2018PMC6734087

[26] Kuhnert, F. et al. Essential regulation of CNS angiogenesis by the orphan G protein-coupled receptor GPR124. *Science***330**, 985–989 (2010).21071672 10.1126/science.1196554PMC3099479

[27] Lang, R. A. & Bishop, J. M. Macrophages are required for cell death and tissue remodeling in the developing mouse eye. *Cell***74**, 453–462 (1993).8348612 10.1016/0092-8674(93)80047-i

[28] Wang, Y. et al. Interplay of the Norrin and Wnt7a/Wnt7b signaling systems in blood-brain barrier and blood-retina barrier development and maintenance. *Proc. Natl. Acad. Sci. U.S.A.***115**, E11827–E11836 (2018).30478038 10.1073/pnas.1813217115PMC6294914

[29] Bergers, G. & Song, S. The role of pericytes in blood-vessel formation and maintenance. *Neuro Oncol.***7**, 452–464 (2005).16212810 10.1215/S1152851705000232PMC1871727

[30] Posokhova, E. et al. GPR124 functions as a WNT7-specific coactivator of canonical beta-catenin signaling. *Cell Rep.***10**, 123–130 (2015).25558062 10.1016/j.celrep.2014.12.020PMC4331012

[31] Xu, Q. et al. Vascular development in the retina and inner ear: Control by Norrin and Frizzled-4, a high-affinity ligand-receptor pair. *Cell***116**, 883–895 (2004).15035989 10.1016/s0092-8674(04)00216-8

[32] Baffert, F. et al. Cellular changes in normal blood capillaries undergoing regression after inhibition of VEGF signaling. *Am. J. Physiol. Heart Circ. Physiol.***290**, H547-559 (2006).16172161 10.1152/ajpheart.00616.2005

[33] Prakash, V. et al. Ribosome biogenesis during cell cycle arrest fuels EMT in development and disease. *Nat. Commun.***10**, 2110 (2019).31068593 10.1038/s41467-019-10100-8PMC6506521

[34] Morin, C. et al. Intricate ribosome composition and translational reprogramming in epithelial-mesenchymal transition. *Proc. Natl. Acad. Sci. U. S. A.***121**, e2408114121 (2024).39636864 10.1073/pnas.2408114121PMC11648652

[35] Aisagbonhi, O. et al. Experimental myocardial infarction triggers canonical Wnt signaling and endothelial-to-mesenchymal transition. *Dis. Model. Mech.***4**, 469–483 (2011).21324930 10.1242/dmm.006510PMC3124051

[36] Beyer, C. et al. Beta-catenin is a central mediator of pro-fibrotic Wnt signaling in systemic sclerosis. *Ann. Rheum. Dis.***71**, 761–767 (2012).22328737 10.1136/annrheumdis-2011-200568PMC3951949

[37] Wang, S. H. et al. Tumour cell-derived WNT5B modulates in vitro lymphangiogenesis via induction of partial endothelial-mesenchymal transition of lymphatic endothelial cells. *Oncogene***36**, 1503–1515 (2017).27593938 10.1038/onc.2016.317

[38] Schafer, C. M. et al. An inhibitor of endothelial ETS transcription factors promotes physiologic and therapeutic vessel regression. *Proc. Natl. Acad. Sci. U.S.A.***117**, 26494–26502 (2020).33020273 10.1073/pnas.2015980117PMC7584886

# Supplementary material for: GPR124 regulates hyaloid blood vessel regression and is associated with endothelial-mesenchymal transition
**Source:** Sci Rep. 2026 Apr 29;16:13765. doi: 10.1038/s41598-026-50835-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Figure S1

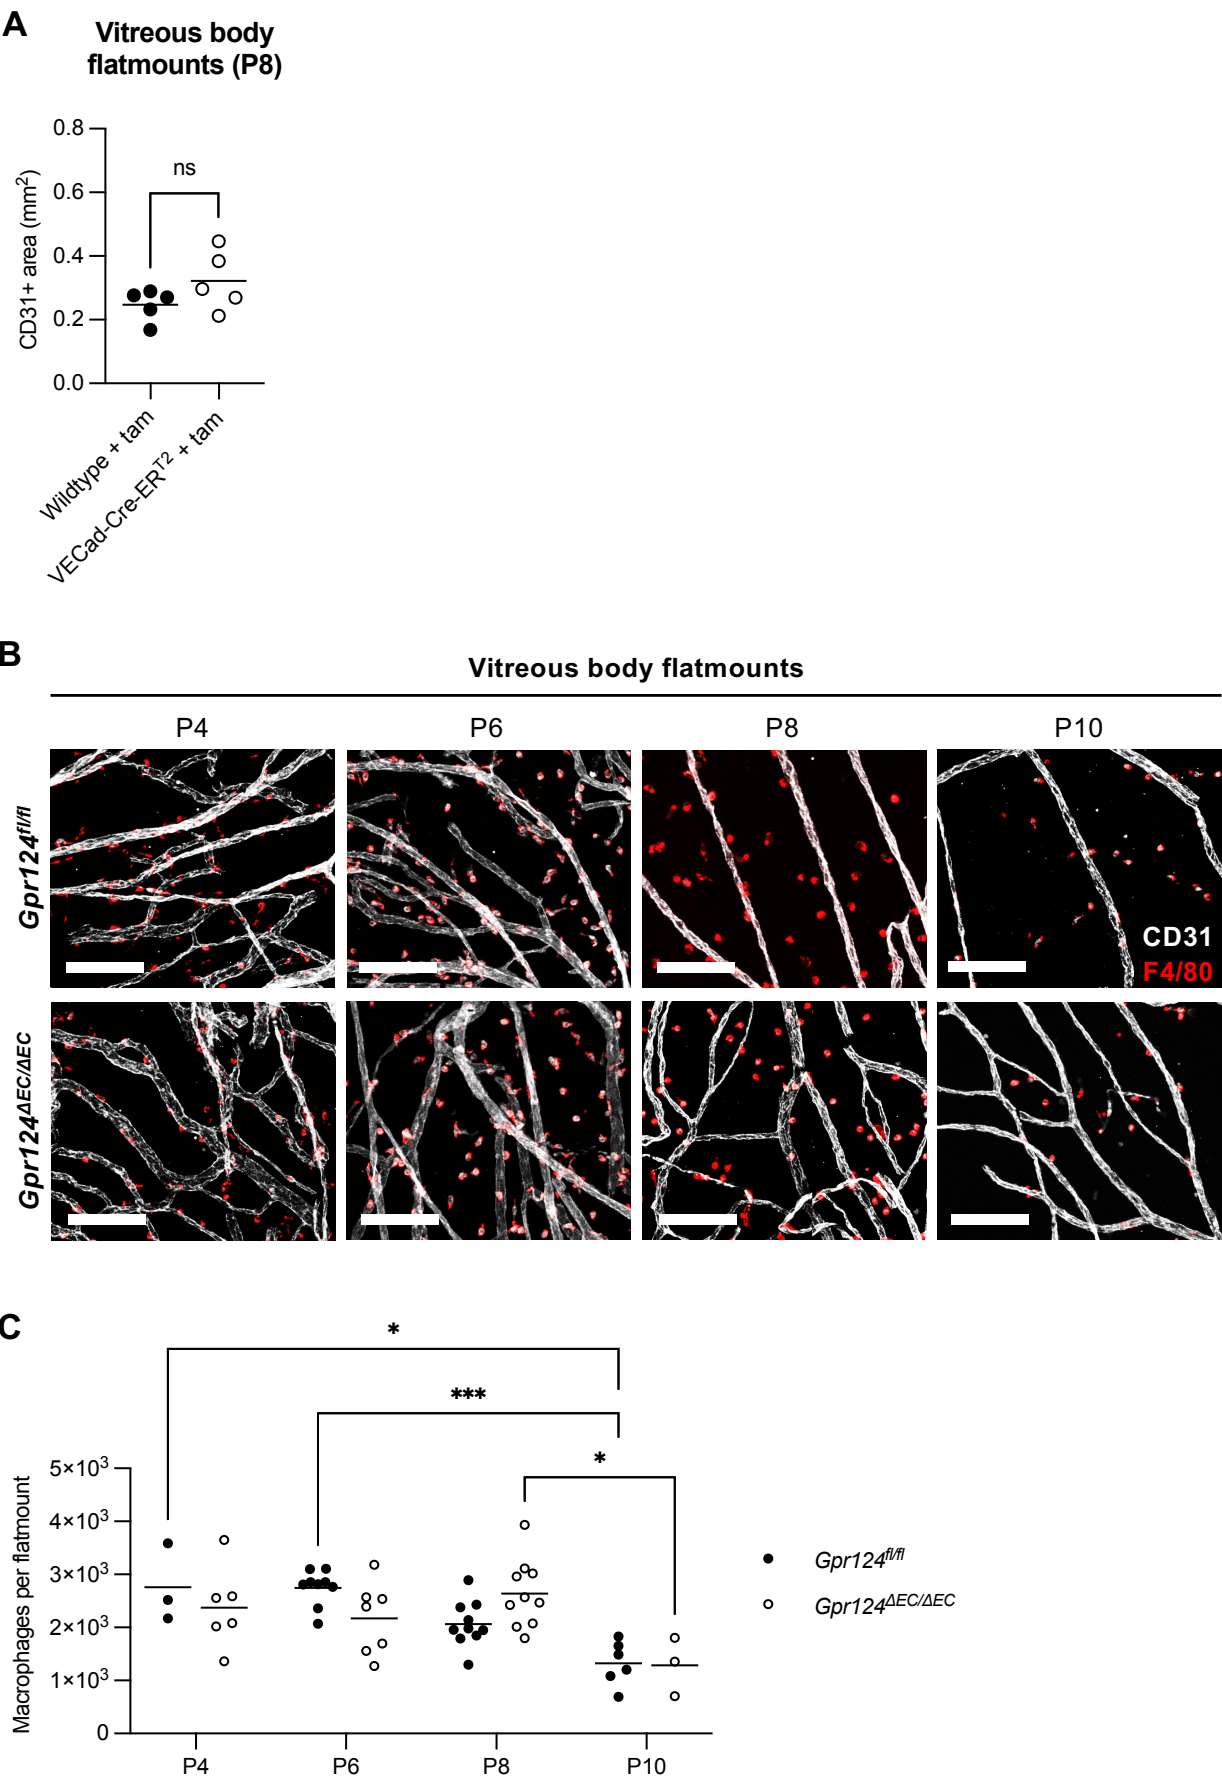

**Figure S1. The VECad-Cre-ER<sup>T2</sup> transgene does not affect hyaloid vessel regression, and endothelial GPR124 does not regulate hyaloid macrophage numbers. Related to Figure 1.**

**(A)** Quantification of hyaloid vessel regression (CD31-positive area) in vitreous body flatmounts from P8 wildtype vs VECad-Cre-ER<sup>T2</sup> transgenic mice treated with tamoxifen (P1-P4). Horizontal lines represent mean values (n = 5 mice). ns, not significant (unpaired t test). VECad-Cre-ER<sup>T2</sup>, vascular endothelial cadherin promoter-driven Cre recombinase fused to a tamoxifen-responsive estrogen receptor; tam, tamoxifen.

**(B)** CD31 and F4/80 co-immunofluorescence staining of vitreous body flatmounts from *Gpr124<sup>fl/fl</sup>* and *Gpr124<sup>ΔEC/ΔEC</sup>* mice at indicated postnatal days. Scale bar: 50 μm.

**(C)** Quantification of F4/80-positive macrophage number in biological replicates of (B). Horizontal lines represent mean values (n ≥ 3 mice). \*p < 0.05, \*\*\*p < 0.001 (two-way ANOVA with Šídák's post-hoc test).

Figure S2

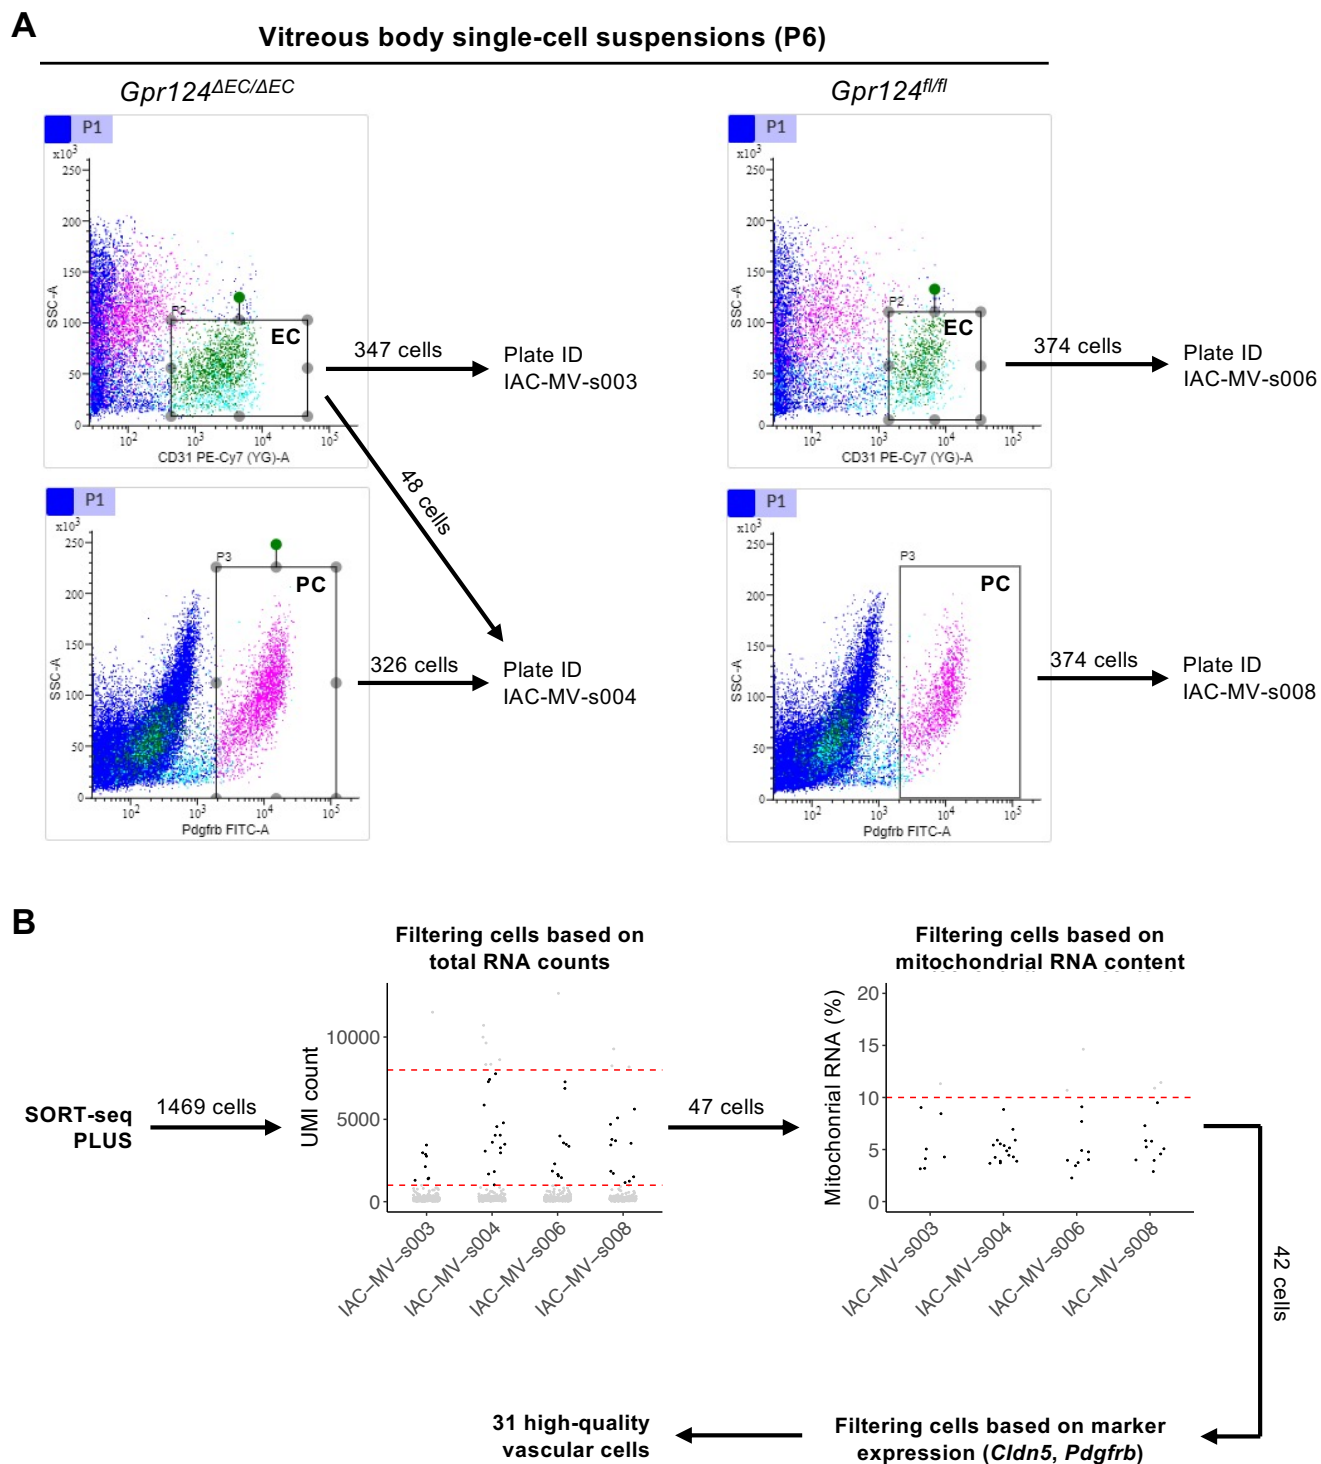

Figure S2 (continued)

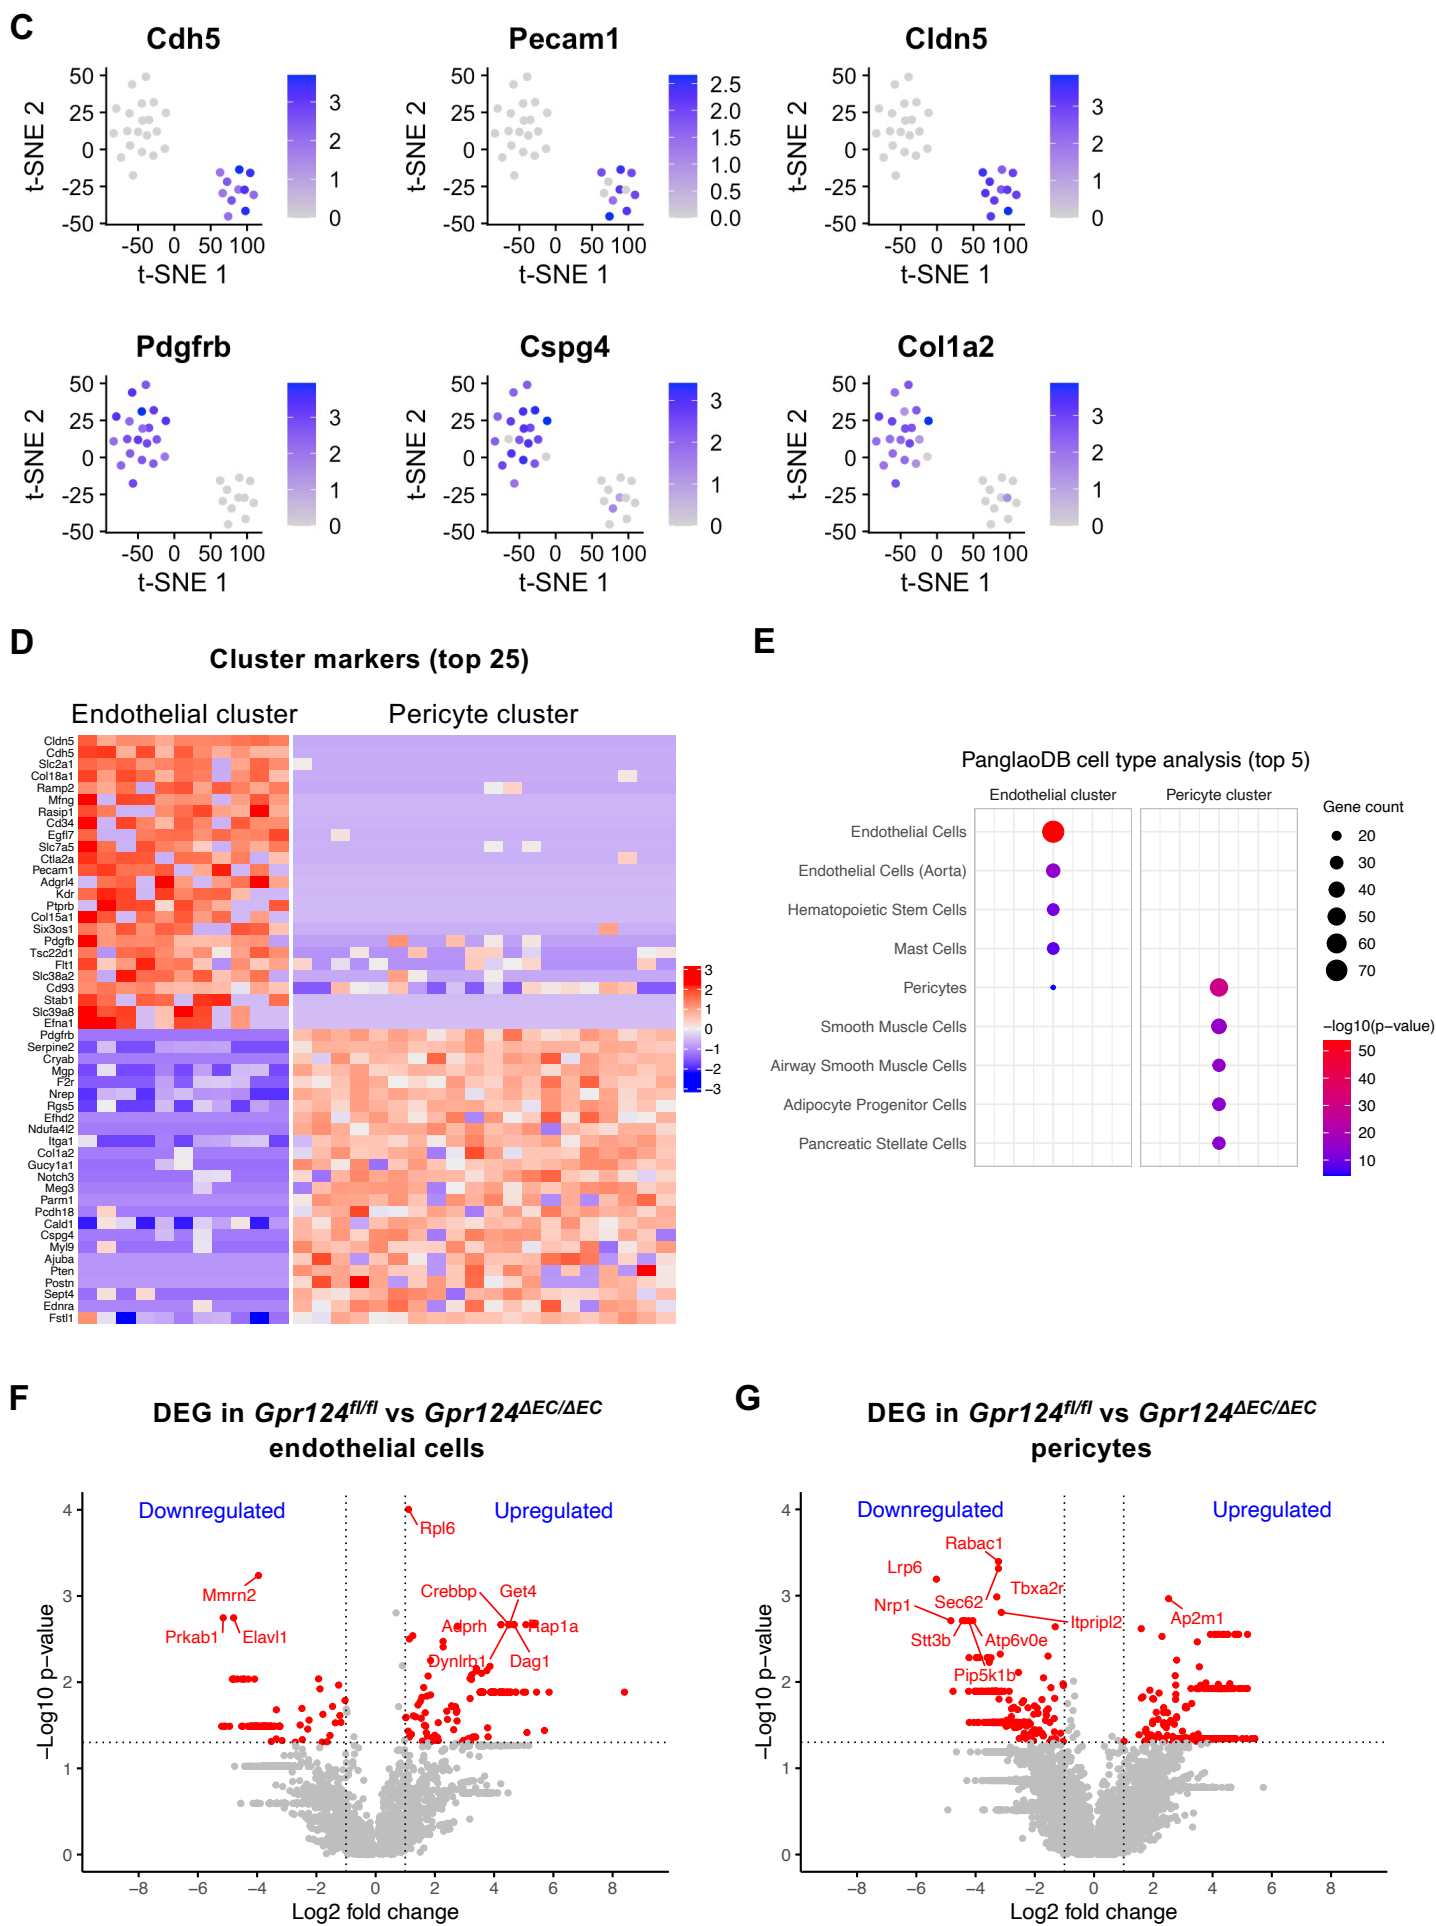

## Figure S2 (continued)

H

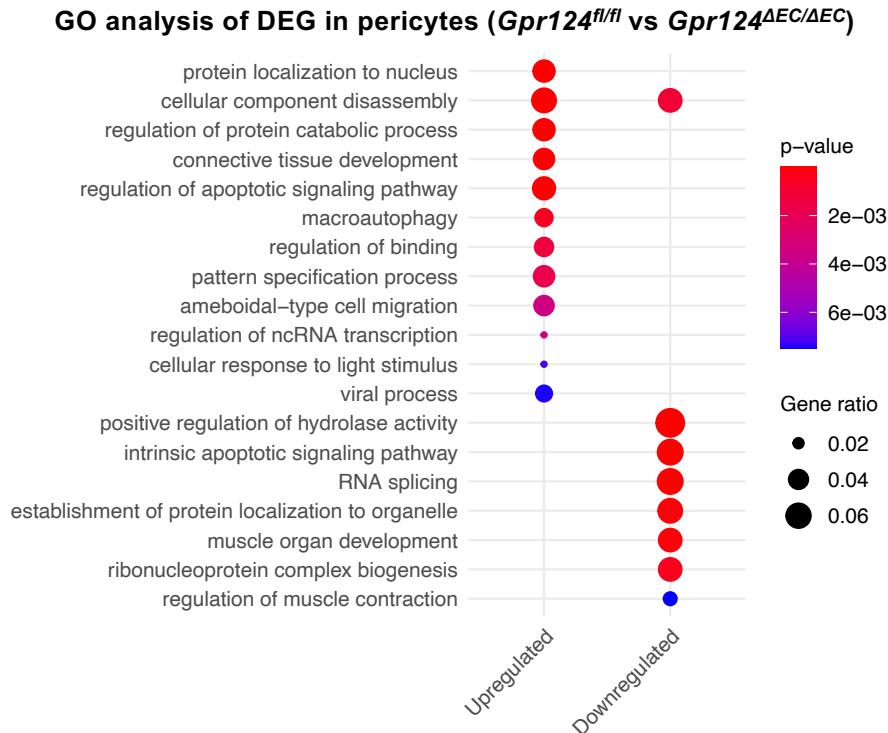

**Figure S2. Single-cell RNA sequencing analysis of P6 hyaloid blood vessels. Related to Figure 5.**

**(A)** FACS-based sorting of hyaloid endothelial cells (EC) and pericytes (PC) into 384-well SORT-seq cell capture plates (Single Cell Discoveries). Vitreous body single-cell suspensions from seven *Gpr124<sup>fl/fl</sup>* and nine *Gpr124<sup>ΔEC/ΔEC</sup>* P6 mice were fluorescently labeled with anti-CD31-PE-Cy7 and anti-PDGFRB-FITC antibodies and subjected to FACS.

**(B)** Filtering steps for the cells sequenced by the SORT-seq PLUS protocol (Single Cell Discoveries). For marker-based filtering, cells expressing (UMI count > 0) *Cldn5* or *Pdgfrb* were retained. Cells expressing neither marker or both markers were excluded. UMI, unique molecular identifier.

**(C)** t-SNE plots of sequenced cells showing color-coded mRNA expression (log-normalized UMI counts) of indicated endothelial (top) and pericyte markers (bottom). Blue indicates high expression; gray indicates undetectable expression. t-SNE, t-distributed stochastic neighbor embedding.

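Endothelial cells and pericytes were compared over the sums of UMIs per class and plate, 4 sums for endothelial cells and 3 for pericytes with 5922 to 48351 UMIs each. Both classes came from both suspensions, so plates replicate this contrast, although plates of 1 genotype share a suspension. The quasi-likelihood test of edgeR with TMM normalization covered 148 genes. At an adjusted p under 0.05 and an absolute log2 fold change over 1, 11 genes were higher in endothelial cells and 32 in pericytes, counts that include *Cldn5* and *Pdgfrb*, by which the classes were defined. With library size in place of TMM the counts were 26 and 22. The paper's Table S1, which was made from 31 of the same 32 cells, lists 11 of the 11 as endothelial and 22 of the 32 as pericyte markers.
*Flt1* was higher in endothelial cells by a log2 fold change of 2.97 (standard error 0.60, adjusted p = 5.03e-06) and *Egfl7* by 5.72 (standard error 1.04, adjusted p = 5.26e-07), with all 4 endothelial sums above all pericyte sums for each. *Rgs5* had a log2 fold change of −4.03 (standard error 0.36, adjusted p = 2.42e-25), with 4 of 4 endothelial sums below all pericyte sums. *Mcam* had one of −1.56 (standard error 0.45, adjusted p = 0.00238), with 3 of 4 below. *Mcam* did not pass without the *Gpr124* fl/fl PDGFRB-gate plate (adjusted p = 0.116), and *Mcam* (0.0734) and *Flt1* (0.0660) did not without the *Gpr124* ∆EC/∆EC PDGFRB-gate plate. Over the alternatives that tested them, the adjusted p of *Mcam* ranged from 4.28e-05 to 0.99977 and that of *Flt1* from 2.61e-07 to 0.99977. Counts were too low under the filter for *Cdh5* (42 and 1 UMIs in endothelial cells and pericytes), *Pecam1* (17 and 1), *Cspg4* (2 and 111) and *Col1a2* (1 and 89).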

**(D)** Heatmap (scaled UMI counts) illustrating the top 25 differentially expressed genes (by p-value) between the endothelial and pericyte clusters. Complete results are provided in Table S1. Red = upregulated, blue = downregulated or not detected.

**(E)** PanglaoDB cell type analysis using all markers from the indicated clusters. The top five identified cell types (by p-value) are shown. Complete results are provided in Table S1. Gene count (circle size) indicates the number of matching genes.

**(F-G)** Volcano plots depicting differentially expressed genes (red dots) between P6 *Gpr124<sup>fl/fl</sup>* vs *Gpr124<sup>ΔEC/ΔEC</sup>* hyaloid endothelial cells **(F)** or pericytes **(G)**. The top ten differentially expressed genes (by p-value) are labeled. Differential expression criteria: absolute log2 fold change > 1 and  $p < 0.05$  (logistic regression with likelihood ratio test). DEG, differentially expressed genes.

**(H)** GO Biological Process analysis of differentially expressed genes between P6 *Gpr124<sup>fl/fl</sup>* vs *Gpr124<sup>ΔEC/ΔEC</sup>* hyaloid pericytes. Upregulated and downregulated genes were analyzed separately (columns). Redundant and semantically similar terms were consolidated. Complete results are provided in Table S3. Only terms with a minimum overlap of five genes and a  $p < 0.01$  (hypergeometric test) are shown. Gene ratio = overlapping genes : input genes. GO, gene ontology.

Figure S3

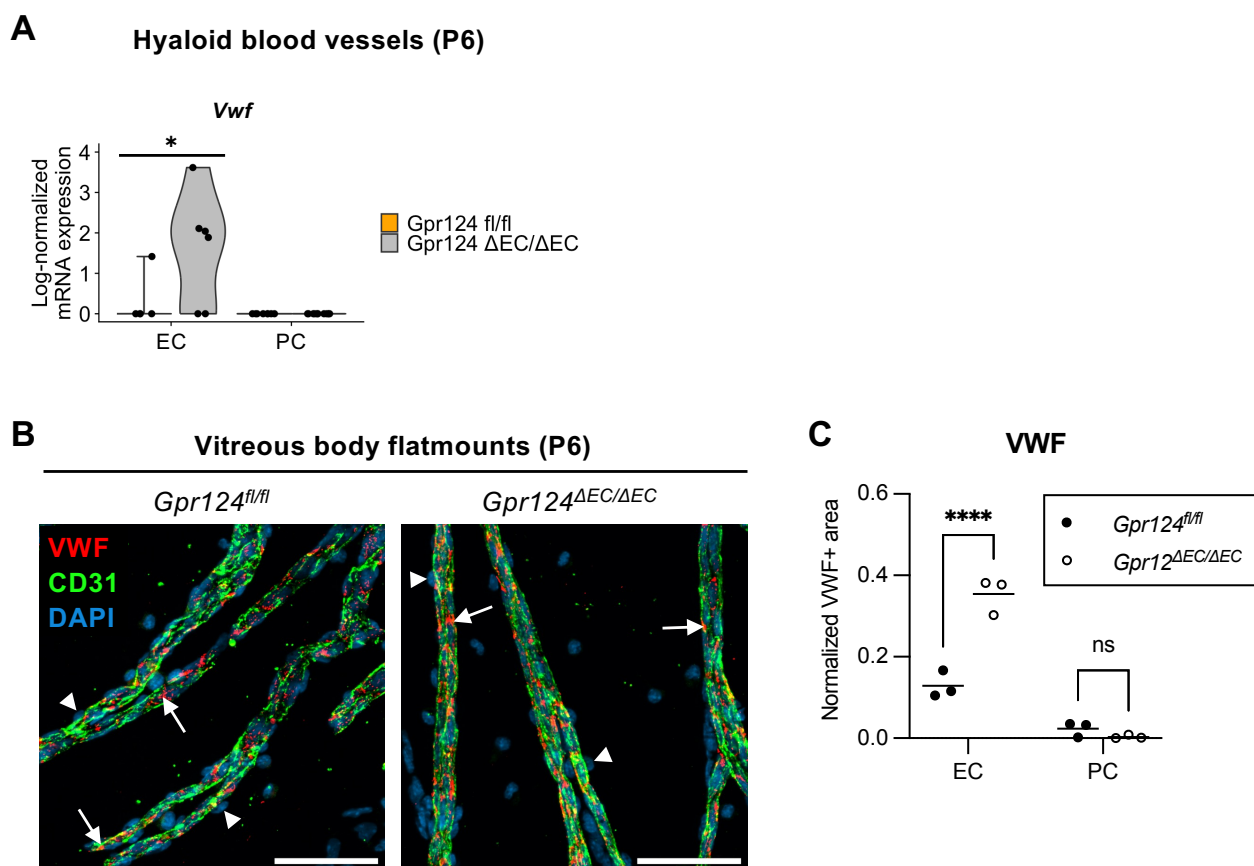

**Figure S3. Validation of partial endothelial-mesenchymal transition in hyaloid endothelial cells. Related to Figure 6.**

**(A)** Violin plot depicting log-normalized mRNA expression (UMI counts) of *Vwf* in hyaloid endothelial cells (EC) and pericytes (PC) from P6 *Gpr124*<sup>*fl/fl*</sup> vs *Gpr124* <sup>$\Delta$ EC/ $\Delta$ EC</sup> mice. Dots represent individual cells. \* $p < 0.05$  (logistic regression with likelihood ratio test). Exact  $p$ -values are provided in Table S2. UMI, unique molecular identifier; *Vwf*, von Willebrand factor.

**(B)** VWF and CD31 co-immunofluorescence staining of vitreous body flatmounts from P6 *Gpr124*<sup>*fl/fl*</sup> and *Gpr124* <sup>$\Delta$ EC/ $\Delta$ EC</sup> mice. Arrows denote endothelial cells; arrowheads indicate pericytes. Scale bar: 50  $\mu$ m.

**(C)** Quantification of VWF expression in biological replicates of (B). VWF-positive area was normalized to CD31 area in EC and total nuclear area in PC. Horizontal lines show mean values ( $n = 3$  mice). \*\*\*\* $p < 0.0001$ ; ns, not significant (two-way ANOVA with Šídák's post-hoc test).

Figure S4

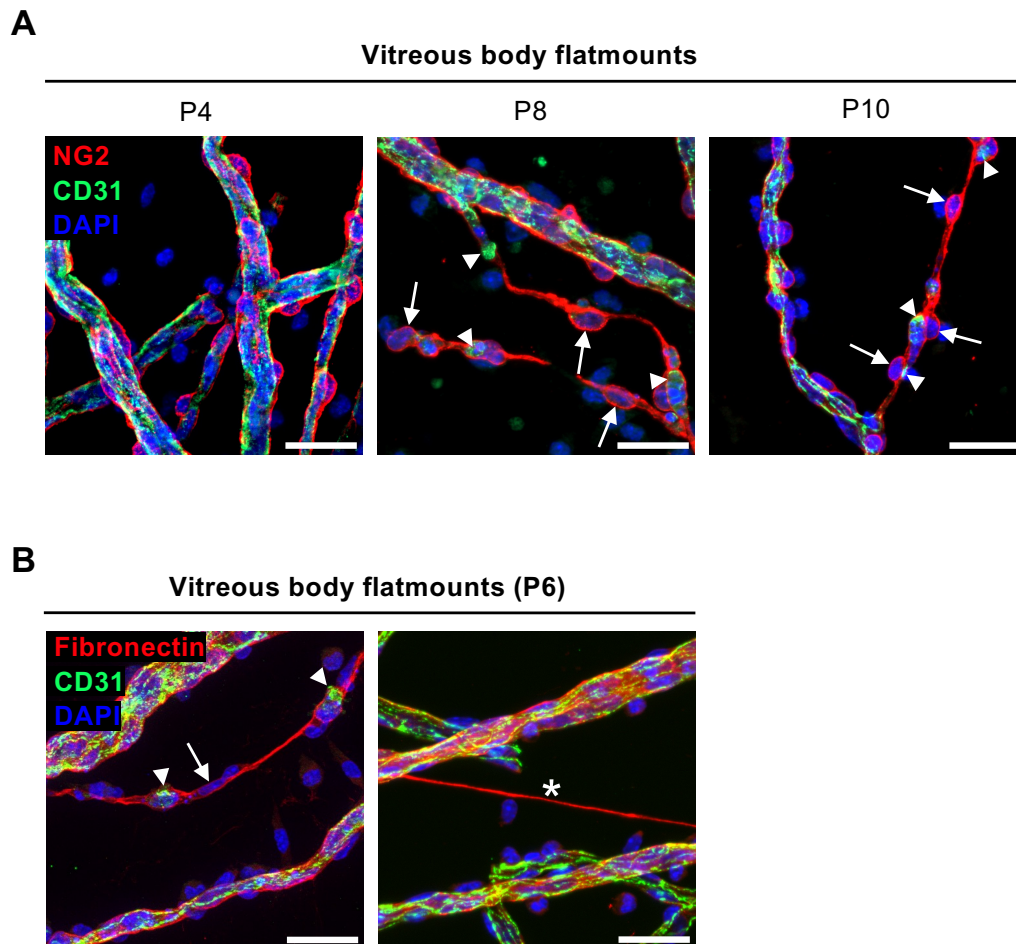

**Figure S4. Endothelial cell apoptosis precedes pericyte loss in hyaloid vessel regression**  
(A) NG2 and CD31 co-immunofluorescence staining of vitreous body flatmounts from mice at indicated postnatal days. Arrows: pericytes within regressing vessels; arrowheads: apoptotic endothelial cells. Scale bar: 25  $\mu$ m.  
(B) Fibronectin and CD31 co-immunofluorescence staining of vitreous body flatmounts from P6 mice. Arrow: pericyte within a regressing vessel; arrowheads: apoptotic endothelial cells; asterisk: acellular regressed vessel. Scale bar: 25  $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

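Single cells of hyaloid vessels from P6 mice were measured by SORT-seq in 4 plates of 384 wells, not all of which received a sorted cell. The vitreous bodies of 7 *Gpr124* fl/fl mice made 1 suspension and those of 9 *Gpr124* ∆EC/∆EC mice another. From each suspension 1 plate was sorted through a CD31 gate and 1 through a PDGFRB gate, and the *Gpr124* ∆EC/∆EC PDGFRB-gate plate holds some wells of the CD31 gate whose positions were not found in the sources used. The authors aligned the reads to GRCm38 with STARsolo and deposited estimated counts of UMIs per gene and well, not scaled between wells or plates. Not all deposited values are whole numbers. To the digits given, 99.9966% of them lie on the scale of a count corrected for UMI collisions in the pool of all 6-base UMIs, which the paper's text does not mention. The smallest counts lie on this scale with or without a correction, so only the larger values are evidence for it. The plan assumed whole-number counts as the condition for scaling between plates. The values proved to be unscaled estimated counts, and the scaling was applied. Values were rounded to whole UMIs for sums, intervals and edgeR, and used as deposited for the wells' totals and for log-normalization to a scale of 10000.
The filters of the paper's methods were repeated: spike-ins and lines that name no gene left out, totals scaled to the plate with the highest median, 1000 to 8000 UMIs, a mitochondrial share under 10% over 13 mitochondrial genes, endothelial cells with *Cldn5* and no *Pdgfrb* UMIs and pericytes with *Pdgfrb* and no *Cldn5* UMIs. Spike-ins received 599865 UMIs and mouse genes 462758. Clustering and t-SNE were not repeated. Doublets were not called, because 32 cells are too few to simulate them. The 3 wells with UMIs of both markers were left out by the marker rule.
With 1 sample per genotype, no test between genotypes was made. For each gene, UMIs were summed per genotype with exact Poisson intervals, the ratio of UMIs per 10000 was given an exact conditional binomial interval, and the log2 fold change was computed as in Seurat 5. Intervals are at 95% and cover counting error only, not differences between mice, suspensions or plates. The floor is 3 counts over a group. A fold against 0 is a bound against that floor, given with the limit of the exact interval and, by a restriction set after the values were seen, only where that interval excludes equal levels, with 1 to 3 counts the ratio carries its interval, and no fold is given where both genotypes are at or under the floor.
Genes are named by a rule set before the data were examined, as were the comparisons, the gene lists and the alternatives, except where another time is given. The rule takes every gene that the paper's text names for the single-cell data, every gene in Fig. 5D to 5G and Fig. S2C or labelled in Fig. S2F and S2G, and in each class the 5 genes in each direction with the largest ratio of pooled counts among genes with at least 30 UMIs. The values of the paper's tables and figures had been seen when the rule was written. *Egfl7*, *Flt1*, *Rgs5* and *Mcam* in the class comparison are the genes of the endothelial and pericyte lists that passed its expression filter, *Cldn5* and *Pdgfrb* left out. The embryonic globin genes, *H19*, *Col4a2* and the class comparison of Fig. 5E genes were singled out after their values were seen.
The lists were marker genes of endothelial cells, pericytes, macrophages, erythroid cells, lens, melanocytes and astrocytes, WNT target genes, mesenchymal markers, genes induced by dissociation, oxidative phosphorylation genes, ribosomal protein genes, mitochondrially encoded genes and the markers of the paper's Table S1, the last chosen on these cells. For each list other than those of cell types, the median log2 ratio of pooled counts, with 0.5 added to each group, was ranked among 10000 random lists matched on mean expression in 10 bins, as a description of these libraries. For the GO terms, the UMIs of the genes that Tables S2 and S3 list were summed. The enrichment was not recomputed, because no GO database was at hand. Gene positions are those of the GENCODE annotation of GRCm38.
Endothelial cells and pericytes were compared over the sums per class and plate, in which plates and not cells are replicates, with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM, filterByExpr, Benjamini-Hochberg adjustment), on limma 3.58.1 and R 4.3.3. DESeq2 1.42.0 was an alternative. The remaining computation used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The wells below 1000 UMIs were summed per plate.
The methods were tested on simulated data. In the class comparison, with genes changed by a log2 fold change of 2, the first simulation recovered 32 of 32 changed genes that were tested and called 0 unchanged genes, and the other recovered 56 of 58 and called 10 unchanged genes. In the genotype comparison, the interval held the true ratio for 195 of 200 changed and 279 of 288 unchanged genes at the depth of the endothelial cells, and for 197 of 200 and 1611 of 1665 at that of the pericytes. These counts were drawn with counting error alone, as the interval assumes. They test the computation and not the effect of differences between cells or plates. The ranking of wells by barcode placed the true source first for 75 of 75 wells with simulated transfer and for 3 of 75 without.
The alternatives were no scaling between plates, plate medians over wells with UMIs, minima of 500 and 2000 UMIs, no maximum, no mitochondrial limit or one of 5%, classes by marker lists or by gate, spike-ins counted in totals, each cell left out in turn, other forms of the fold change and pseudocount, cells thinned to 1000 UMIs, the CD31-gate plates alone, list genes with at least 10 UMIs, 20 bins for the random lists, and for the class comparison DESeq2, library size, no filter, the suspension as a block and each plate left out. After the data had been seen, 3 were added: without the pericyte that the means of Table S3 leave out, without wells whose barcode holds over 4 times their UMIs in another plate, and the plate as a block in the class comparison, whose sums are paired because both classes of a plate come from 1 suspension. Immunostaining and retinal data have no deposited counts and were left out.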

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

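The tests of primer efficiency, of blood of the suspensions and of free RNA described here, and the choice of the embryonic globin genes, were made only after the results had been seen. The other tests were set beforehand.
UMI totals of wells with the same barcode rose and fell together across the 4 plates, a relation in data the paper did not analyse. Over 6 pairs of plates, the Spearman correlation of totals per barcode ranged from 0.837 to 0.901 for mouse genes and from 0.331 to 0.414 for spike-ins. If some barcode primers were more efficient, spike-ins would rise with the genes. Over 340 wells low in all plates, the largest slope of the log spike-in total on the log gene total was 0.0222, which argues against primer efficiency as the whole cause. For assignment of reads or RNA to the same barcode of another plate, the expression profile of low wells was ranked against the wells with at least 2000 UMIs in the other plates, 11 to 24 for each plate. In 75 of 75 wells the well with the same barcode ranked first, where 4 would by chance. Median totals of these low wells were 4.84% to 15.9% of the rich well with their barcode, or 3.32% to 13.5% above background. The values are consistent with transfer between plates through the barcode. At which step it may have happened was not tested. In 10 of the 32 retained cells, another plate held at least 1000 UMIs with the same barcode, and in 4 of them the expected share of transferred UMIs was over 10%. It was highest in a pair of *Gpr124* fl/fl pericytes of the CD31-gate plate (85.2% and 78.8%). Without wells whose barcode held over 4 times their UMIs in another plate, 7 in place of 9 *Gpr124* fl/fl pericytes remained and the 5 and 6 endothelial cells did not change. No biological explanation was tested.
Embryonic globin UMIs were counted in the wells below 1000 UMIs of every plate, which the paper did not analyse. *Hbb-bh1* had 252 UMIs in the *Gpr124* ∆EC/∆EC CD31-gate plate, 305 in the *Gpr124* ∆EC/∆EC PDGFRB-gate plate, 354 in the *Gpr124* fl/fl CD31-gate plate and 379 in the *Gpr124* fl/fl PDGFRB-gate plate, above the limit that a count of 0 allows. The adult gene *Hbb-bs* had 7, 10, 14 and 47 UMIs in the same wells. *Hbb-bh1* and *Hbb-y* made up 97.53%, 96.8%, 96.9% and 90.9% of the beta-globin UMIs of these wells. In the 3 endothelial cells of the *Gpr124* fl/fl PDGFRB-gate plate they made up 0 of 86 beta-globin UMIs (exact upper limit 4.20%). These shares alone cannot decide on the blood of the sorted suspensions as the source. The lowest plate share in the low wells was 90.9%, but the source of globin in these 3 cells is itself open. In the retained cells of the *Gpr124* ∆EC/∆EC CD31-gate and PDGFRB-gate plates, 2 of 2 and 20 of 22 beta-globin UMIs were of these genes. Reads of a library outside these plates that used the same barcodes are a candidate explanation: counts of *Hbb-bh1* per barcode correlated between plates of different genotype with a Pearson r of at least 0.912 over the barcodes, which are not independent samples. Of 82 barcodes with *Hbb-bh1* in any plate, 34 had it in all 4. Blood sorted into each plate on its own would not favor the same barcodes. For *Hbb-bh1*, these values argue against such blood without transfer as the source. The same transfer between barcodes within the 4 plates could also give such a correlation if 1 plate held the source, but the largest single well held 23 UMIs. The retained cells held few: 8 and 9 UMIs of *Hbb-bh1* in a pair of *Gpr124* ∆EC/∆EC pericytes, 1 in each of 2 *Gpr124* fl/fl pericytes, and 0 in the others. Read sharing between globin paralogs stays open, and a biological difference was not tested.
Adult globin genes had 233 UMIs in the 3 endothelial cells of the *Gpr124* fl/fl PDGFRB-gate plate, or 260 per 10000 (228 to 295), a signal outside the genes the paper discusses. Each of these cells held 63 to 87. The endothelial cells of the *Gpr124* ∆EC/∆EC CD31-gate plate had 5.07 per 10000, and those of the *Gpr124* ∆EC/∆EC PDGFRB-gate and *Gpr124* fl/fl CD31-gate plates 0. Free RNA spread over that plate would give its other wells a like share, but 7 further wells that passed the filters held 1.54 per 10000 (0.42 to 3.94). The 369 wells of the plate below 1000 UMIs did hold adult globin, 649 UMIs or 99.79 per 10000 (92.3 to 108), on average 1.76 and at most 38 UMIs per well. Of these, 9.09% (6.99% to 11.6%) were *Hbb-bs* and *Hbb-bt*, against 36.9% (30.7% to 43.5%) in the 3 endothelial cells, so neither their number per well nor their make-up reached that of these cells. The values argue against evenly spread free RNA as the source, while RNA released unevenly between wells was not tested. The same barcodes in the other plates held at most 22 adult globin UMIs, fewer than each of these cells, which argues against transfer from another plate. Attached or co-sorted red blood cells and transcripts of the cells themselves stay open, as does the genotype, since the *Gpr124* ∆EC/∆EC PDGFRB-gate plate also holds CD31-gate wells. In the genotype comparison, all *Gpr124* fl/fl UMIs of *Hbb-bs*, *Hba-a2* and *Hba-a1* lay in this plate.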

How the results depend on the processing

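The settings that leave out the pericyte absent from Table S3 and the wells whose barcode holds over 4 times their UMIs in another plate, the plate as a block and the splits within plates were chosen after seeing the data. Unless the construction of a setting shows it, the cause of a change was not tested.
At these counts the intervals are wide, and only genes whose main interval excludes equal levels and lists outside the random lists were counted as reversed. Of 985 values for 60 genes in endothelial cells, 955 stayed within counting error, 8 moved higher, 17 moved lower and 5 reversed, and 20 values of 13 genes had the opposite sign. For 68 genes in pericytes, 1165 of 1193 values stayed, 12 moved higher, 16 lower and 0 reversed, and 134 values of 38 genes had the opposite sign. Of 328 list medians, 285 stayed, 16 moved higher, 20 moved lower and 7 reversed, and 67 values of 12 of the 16 lists had the opposite sign. A gene with equal counts takes the log2 ratio of the totals in these medians, and, apart from cells left out, 11 of the moved values and 1 of the reversed ones lie at that value. *Zeb1* had 2 to 5 UMIs in *Gpr124* fl/fl and 0 in *Gpr124* ∆EC/∆EC endothelial cells in all settings, inside intervals too wide to test stability. Its main interval includes equal levels, so no fold is given for it, and in 7 settings no bound against the floor could be computed either. The log2 fold changes of *Apcdd1* (1.14 to 3.22), *Cdh5* (−2.60 to −1.04) and *Vwf* (−4.45 to −1.58, and a bound of −1.47 without the only *Gpr124* fl/fl cell that held it) kept their sign in all settings run. Of the values counted above, 12 in endothelial cells and 10 in pericytes are such bounds, for genes that only an alternative left at 0 in a genotype. Genes at 0 in a genotype in the main analysis are counted too, and their values are bounds wherever that genotype stays at 0. Only 37 of the 60 genes in endothelial cells and 63 of the 68 in pericytes had UMIs in both genotypes. Of 64 values in low-UMI wells, 25 moved higher and 9 lower. The 16 percentiles with 20 bins stayed.
With classes by the gate of the plate, which mixes cells of both marker classes, 9 *Gpr124* fl/fl endothelial cells replaced 5. *Bgn* (0.65), *Col4a1* (0.92), *Epas1* (0.38), *Hba-a1* (−3.59) and *Rpl14* (−1.17) reversed, and in endothelial cells the medians were −1.80 for the Table S1 endothelial markers, 1.01 for its pericyte markers, −1.01 for WNT targets and −0.62 for ribosomal proteins. In pericytes they were 0.83, −0.39, 0.33 for ribosomal proteins and −0.25 for oxidative phosphorylation. In the class comparison 0 genes were higher in either class of 569 tested by edgeR, 7 at an unadjusted p under 0.05, and 0 by DESeq2. *Egfl7* had a log2 fold change of −0.14 (adjusted p = 0.99977, against 2.58e-10 to 0.0286 in its other alternatives), and *Rgs5* one of −0.56.
With the CD31-gate plates alone, medians in endothelial cells were −0.072 for the Table S1 endothelial markers, 0.35 for its pericyte markers, −0.92 for WNT targets and −0.20 for ribosomal proteins. In this order they stood at percentiles 69.6, 65.0, 33.6 and 82.2 of random lists. The *Gpr124* ∆EC/∆EC CD31-gate plate held no pericyte, so no pericyte value exists.
With classes by marker lists, the Table S1 endothelial and pericyte medians were −0.17 and 0.20 in endothelial cells and 0.56 and −0.088 in pericytes. With cells thinned they were 0.26 and 0.26 in endothelial cells and 0.42 and 0.28 in pericytes, where equal counts in both genotypes give 0.26 and 0.42, so all but the last mean no change in counts. With spike-ins counted in totals both were −0.10 in endothelial cells, and 14 *Gpr124* fl/fl pericytes passed. A mitochondrial limit of 5% left 3 *Gpr124* fl/fl endothelial cells and 6 *Gpr124* ∆EC/∆EC pericytes by construction and gave −1.01 for the pericyte markers in endothelial cells. No mitochondrial limit gave −0.043 for them and a minimum of 500 UMIs −0.045. A minimum of 2000 UMIs gave 0.24 for the endothelial markers, and list genes with at least 10 UMIs gave −0.19. In pericytes, the endothelial markers were at −0.27 without scaling and at −0.22 without the pericyte absent from Table S3.
The Seurat 5 formula gave −0.42 for the pericyte markers in endothelial cells and −0.40 for ribosomal proteins in pericytes. The difference of mean log-normalized values gave −0.10 and −0.43, with −0.070 for the pericyte markers and −0.30 for dissociation genes in pericytes. A pseudocount on the mean gave −0.25 for the pericyte markers in endothelial cells. No maximum of UMIs gave 0.017 for ribosomal proteins in pericytes. With each cell left out, the endothelial cell medians ranged from −0.24 to 0.24 for the endothelial markers, from −0.94 to 0.40 for the pericyte markers and from −0.76 to 0.47 for WNT targets, and the endothelial markers in pericytes fell to −0.22.
In the class comparison, 11 genes higher in endothelial cells became 5 without a maximum of UMIs, 18 with marker lists, 26 with library size alone, 50 with no filter and 17 without the *Gpr124* fl/fl PDGFRB-gate plate. With another plate left out they were 8 to 13. The 32 genes higher in pericytes became 188 with no filter, under which 10829 genes were tested in place of 148. With the suspension as a replicate block the counts were 10 and 32, with the plate as a block 10 and 30, and with DESeq2 9 and 25. Whether chance can be excluded for the number called cannot be decided by splits. Sums of 1 plate are paired, and of the 8 splits of the 7 sums that part the classes of each plate, 1, the real one, gave as many, a share that cannot fall under 0.125. The other 27 of the 35 splits leave sums of a plate together, and none of them gave as many. Of 84 values of *Flt1*, *Egfl7*, *Rgs5* and *Mcam*, 9 no longer passed, including the reversed one of *Egfl7*.
No value could be given for 34 endothelial genes with the CD31-gate plates alone, 13 by gate, 13 at a mitochondrial limit of 5%, 3 at 2000 UMIs and 2 to 18 with any of 9 single cells left out, nor for 7 pericyte genes at 5%, 2 by gate, 1 at 2000 UMIs, 1 without the wells whose barcode holds over 4 times their UMIs elsewhere and 1 to 3 with single cells left out. The floor of 1.98 and 1.89 UMIs per 10000 in endothelial cells limits what can be detected there.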

Differences from the paper's values

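The setting without the pericyte that the means of Table S3 leave out was chosen after seeing the values. The paper's tests between genotypes took cells as replicates, while the genotype values given here carry no test.
For 10 pericyte genes labelled in Fig. S2G, the log2 fold change over 9 *Gpr124* fl/fl and 12 *Gpr124* ∆EC/∆EC pericytes differed from the paper's in Table S3. The paper's value for *Sec62* is −3.23 and the recomputed one −3.40. The paper's values for *Lrp6* and *Rabac1* are −5.32 and −3.23, against −5.49 and −3.40. For *Itpripl2* the paper gives −3.13 and the recomputation −3.30, and for *Nrp1* −4.83 in the paper became −3.08. For *Stt3b* the paper's −4.44 stood against −4.61, and for *Tbxa2r* the paper's −3.28 against −2.25. *Ap2m1* has 2.52 in the paper and 2.35 here, *Atp6v0e* −4.09 in the paper and −4.26 here, and *Pip5k1b* −4.23 in the paper and −4.40 here. Of the 10 alternatives set before the data were examined, 0 brought the value within the paper's for 9 of these genes, and 1, no scaling between plates, did so for *Rabac1*. Without 1 *Gpr124* fl/fl pericyte of the CD31-gate plate, a setting chosen after seeing the values that drops 0 of the paper's called genes, all 10 values and all 540 genes of Table S3 fell within rounding of the paper's (largest difference 4.96e-06). That cell passed the stated filters with 3582 UMIs, 3989 after scaling, a mitochondrial share of 3.97%, 2 UMIs of *Pdgfrb* and 0 of *Cldn5*. The 1242 genes of Table S1 also fell within rounding of the paper's values without it, and 14 did with it. The 249 genes of Table S2 were within rounding (largest difference 4.99e-06).
The stated filters retained 32 cells, where the paper states 31. The paper gives 10 pericytes of each genotype, where 9 *Gpr124* fl/fl and 12 *Gpr124* ∆EC/∆EC pericytes were found, or 8 and 12 without the cell above. The numbers of endothelial cells, 5 and 6, were the same.
The paper relates the WNT targets *Apcdd1* and *Sox17* to a higher LEF1 staining in *Gpr124* fl/fl vessels. The *Lef1* mRNA had 1 UMI in *Gpr124* fl/fl and 6 in *Gpr124* ∆EC/∆EC endothelial cells, a log2 ratio of −2.52 (−8.05 to 0.52), so its direction is the opposite but equal levels lie within counting error. *Apcdd1*, with 10 and 3 UMIs, has the direction the paper states.
The paper's text counts 20 genes in the apoptosis panel, Fig. 5D. The panel shows 21 entries of 19 distinct genes.
The paper states that the analysis of *Gpr124* mRNA showed the knockout. With 3 UMIs in *Gpr124* fl/fl and 0 in *Gpr124* ∆EC/∆EC endothelial cells, no difference could be detected at this depth.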

Other observations

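The test of gate and class by barcode, the test of exchanged plates and the test on *Col1a1* were chosen only after the results had been seen, while the tests of the ribosomal genes were set beforehand.
In *Gpr124* fl/fl, 6 pericytes were retained from the plate sorted through the CD31 gate and 3 endothelial cells from the plate sorted through the PDGFRB gate. Of these 9 wells, 2 had at least 4 times their UMIs in the same barcode of another plate, which argues against transfer between plates as the source of most of them. An exchange of the *Gpr124* fl/fl plates between gates cannot be told apart from impure gates: in the wells below 1000 UMIs, the share of the pericyte list in the plate labelled CD31 was 1.37 times that in the plate labelled PDGFRB, while the endothelial list took like shares (9.82 and 9.69 per 10000). The pericyte list took 54.8 UMIs per 10000 in the low wells of the *Gpr124* ∆EC/∆EC CD31-gate plate and 98.2 in those of the *Gpr124* ∆EC/∆EC PDGFRB-gate plate. A biological difference in marker protein was not tested.
Ribosomal protein genes had a median log2 ratio of 0.24 in endothelial cells, above 99.4% of random lists. Thinned to 1000 UMIs per cell, the median was 0.284, above the random lists (upper limit 0.19), which argues against UMI depth as the cause. The *Gpr124* fl/fl plates differed from each other by 0.774 in the list's median, more than the genotypes did, so a difference between plates is a candidate explanation. The genotype stays open as untested, because each plate holds 1 genotype. In pericytes the median was −0.16, at percentile 3.63.
*Col1a1* had 3 UMIs in *Gpr124* ∆EC/∆EC and 0 in *Gpr124* fl/fl endothelial cells. Transfer through the barcode could not be decided: 0 of the 3 UMIs of *Col1a1* lay in a cell whose barcode held a rich well with more *Col1a1* UMIs in another plate, and 3 UMIs are too few.
The remaining list medians in endothelial cells stand at these percentiles of random lists: WNT targets 67.0, mesenchymal markers 72.2, oxidative phosphorylation 99.955 and dissociation genes 15.7 (median −0.60, or −0.35 with genes at 0 at their bound). Mitochondrially encoded genes had a median of 0.07 (71.4), the Table S1 endothelial markers 0.06 (56.4) and its pericyte markers −0.67 (0.325), or 0 with genes at 0 at their bound. The percentile of the Table S1 endothelial markers depended on the setting. Their median was −0.19 (0.02) for list genes with at least 10 UMIs and 0.24 (98.8) with a minimum of 2000 UMIs per cell. In pericytes, WNT targets had −0.10 (38.4), mesenchymal markers 0.59 (98.6), oxidative phosphorylation 0.11 (71.1), mitochondrially encoded genes −0.20 (17.4), the Table S1 endothelial markers 0.07 (86.0) and its pericyte markers 0.02 (13.1). Dissociation genes in pericytes stood at percentile 0.195. The medians of WNT targets and Table S1 endothelial markers in endothelial cells and of mesenchymal markers in pericytes are those of a gene with equal counts in both genotypes.
In the retained cells, macrophage genes had 0 to 3.72 UMIs per 10000 in every class and plate, although 14 of the 18 macrophage UMIs of the *Gpr124* ∆EC/∆EC pericytes lay in 1 cell with 3750 UMIs, for which a doublet was not tested. Erythroid genes had 0 to 5.07 UMIs per 10000 apart from the endothelial cells of the *Gpr124* fl/fl PDGFRB-gate plate, and lens, melanocyte and astrocyte genes had 0. In the wells below 1000 UMIs of the *Gpr124* ∆EC/∆EC CD31, *Gpr124* ∆EC/∆EC PDGFRB, *Gpr124* fl/fl CD31 and *Gpr124* fl/fl PDGFRB plates, macrophage genes had 13.1, 13.0, 3.48 and 13.7 UMIs per 10000, and erythroid genes 89.6, 70.4, 81.7 and 99.79. Endothelial genes had 9.31 and 7.71 in the *Gpr124* ∆EC/∆EC plates. Lens genes had at most 1.58, melanocyte genes at most 0.158 and astrocyte genes at most 0.548. *H19*, singled out after its values were seen, had 222, 296, 379 and 367 UMIs in these wells. No explanation of these shares was tested.
Without the expression filter, the class comparison gave log2 fold changes of 5.30 for *Cdh5*, 4.00 for *Pecam1*, −4.89 for *Cspg4* and −5.48 for *Col1a2*, and −2.22 for *Adgra2* (adjusted p = 0.293), which had 3 UMIs in endothelial cells and 24 in pericytes. These fitted values depend on the prior count.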
